# Transcriptome Profiling across Five Tissues of Giant Panda

**DOI:** 10.1155/2020/3852586

**Published:** 2020-08-10

**Authors:** Feng Li, Chengdong Wang, Zhongxian Xu, Mingzhou Li, Linhua Deng, Ming Wei, Hemin Zhang, Kai Wu, Ruihong Ning, Diyan Li, Mingyao Yang, Mingwang Zhang, Qingyong Ni, Bo Zeng, Desheng Li, Ying Li

## Abstract

Gene differential expression studies can serve to explore and understand the laws and characteristics of animal life activities, and the difference in gene expression between different animal tissues has been well demonstrated and studied. However, for the world-famous rare and protected species giant panda (*Ailuropoda melanoleuca*), only the transcriptome of the blood and spleen has been reported separately. Here, in order to explore the transcriptome differences between the different tissues of the giant panda, transcriptome profiles of the heart, liver, spleen, lung, and kidney from five captive giant pandas were constructed with Illumina HiSeq 2500 platform. The comparative analysis of the intertissue gene expression patterns was carried out based on the generated RNA sequencing datasets. Analyses of Gene Ontology (GO) enrichment, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment, and protein-protein interaction (PPI) network were performed according to the identified differentially expressed genes (DEGs). We generated 194.52 GB clean base data from twenty-five sequencing libraries and identified 18,701 genes, including 3492 novel genes. With corrected *p* value <0.05 and |log_2_FoldChange| >2, we finally obtained 921, 553, 574, 457, and 638 tissue-specific DEGs in the heart, liver, spleen, lung, and kidney, respectively. In addition, we identified TTN, CAV3, LDB3, TRDN, and ACTN2 in the heart; FGA, AHSG, and SERPINC1 in the liver; CD19, CD79B, and IL21R in the spleen; NKX2-4 and SFTPB in the lung; GC and HRG in the kidney as hub genes in the PPI network. The results of the analyses showed a similar gene expression pattern between the spleen and lung. This study provided for the first time the heart, liver, lung, and kidney's transcriptome resources of the giant panda, and it provided a valuable resource for further genetic research or other potential research.

## 1. Introduction

Gene differential expression has been demonstrated to play an important role in animal life activities, e.g., growth, development, metabolism, aging, disease, and immunity. For instance, each developmental stage of life has diverse biological features due to the regulation of differential gene expression [1, 2], and cell specifications during development become evident through differential gene expression [3]. Certain developmental gene expression pathways, including Notch, characterize the survivin gene for differential expression in transformed cells, which is related to tumorigenesis [4, 5]. Several specific pathways demonstrated age-dependent differential gene expression during aging in a cell-specific fashion. For example, genes involved in cell cycle control were upregulated in aging adipose-derived stem cells but not in aging fibroblasts [6]. Chromosome-wide and gene-specific sex differences in DNA methylation are associated with differential gene expression and metabolism [7]. Differential expression of proteins involved in metabolism, transport, and stress response is seen in the kidney from aging male mice [8].

Transcriptome differences between different tissues have been well studied so far. Rats as an extensively used animal model, the comprehensive rat RNA-Seq transcriptomic BodyMap involving 11 organs across four developmental stages from juvenile to old age for both sexes was generated. It was found that organ-enriched, differentially expressed genes (DEGs) reflect the known organ-specific biological activities, and a huge amount of transcripts showed organ-specific, sex-specific, or age-dependent differential expression patterns [9]. Similar to the rat, the comprehensive mouse transcriptomic BodyMap across 17 tissues of six-week-old mice using RNA-seq was constructed and found different expression patterns between protein-coding and noncoding genes [10]. Meanwhile, after the transcriptomes of six major tissues dissected from midgestational mouse embryos were analyzed, 1375 identified genes showed tissue-specific expression, providing gene signatures for each of the six tissues [11]. For humans, a transcriptome abundance atlas of 29 paired healthy human tissues was generated from the Human Protein Atlas project; this analysis revealed that strong mRNA differences within and across various tissues exist [12]. Transcriptome differential studies between different tissues are also widely found in domestic animals, such as transcriptome analysis of brain and liver in the Rongchang pig revealed tissue specificity through the identification of 5575 and 4600 DEGs in brains and livers, respectively [13]. Furthermore, a multiple tissue transcriptome analysis identified feed efficiency variations in related genes and biological pathways in the growing pig [14]. In addition, similar studies have been reported in other economic animals, as an example, four tissues of Atlantic salmon were collected and analyzed the transcriptomes, and the functional profiling identified gene clusters describing the unique functions of each tissue [15].

Giant panda (*Ailuropoda melanoleuca*) is a world-wide rare and flagship species for conservation [16]. According to the latest fourth national survey on giant panda conducted by the State Forestry Administration of China, the number of giant pandas living in the wild throughout China was only 1864 at the end of 2013. Although the giant panda was downlisted from “endangered” to “vulnerable” on the International Union for the Conservation of Nature (IUCN) red list, sustained conservation efforts are still needed to counteract existing and emerging threats [17–20]. These threats include but are not limited to the highly contagious and fatal canine distemper virus (CDV) that still threatens their survival [21, 22]. In addition to being rare, the giant panda itself is a very special species, with some unique physiological characteristics. In spite of the fact that the giant panda is a species of Ursidae family [23], it mainly feeds on bamboo [24], while the gut microbiota diversity and composition of the giant panda are more similar to carnivores [25, 26], it leads to a very low bamboo digestive efficiency [27, 28], and corresponding to exceptionally low daily energy expenditure in the giant panda [29]. Furthermore, the weight of newborn giant panda cubs only 1/1000 of their mothers [30].

We hypothesized that the giant panda, like other animals, has different transcriptome expression profiles between different tissues. However, in addition to blood and spleen tissues, the transcriptome of other tissues or any differences in expression patterns across various tissues of giant panda remains unknown. The giant panda draft genome sequence was generated and assembled using next-generation sequencing technology in 2010 [31], and subsequent gene annotations and protein functions were investigated [32]. However, the integrity of the giant panda genome still needs to be improved. RNA-Seq has been used to improve the global genome assembly completeness, and the novel expressed transcripts of 12 tissues from two giant pandas were analyzed using a transcriptome reconstruction strategy that combined reference-based and *de novo* methods [33]. The first study of blood transcriptomes was performed on three giant panda samples, which were characterized and analyzed using Illumina HiSeq 2000 paired-end sequencing technology. The final transcripts were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways; the best represented functional categories were signal transduction and immune systems [34]. miRNA profiles have also been reported for four giant pandas, and the KEGG enrichment analysis revealed that the genes were mainly involved in host immunity [35]. In recent studies, the whole transcriptomes of mRNA, lncRNA, miRNA, and circRNA in the spleens of two giant pandas were sequenced using the Illumina HiSeq platform; this is also the first report of lncRNAs and circRNAs in the giant panda [36]. RNA-Seq was also performed on old and young pandas, and a comparison of transcriptomes revealed 210 DEGs; this led to the identification of immune-related genes that changed with age and identified ISG15, STAT1, IRF7, and DDX58 as the hub genes in the protein-protein interaction (PPI) network in response to pathogen invasion [37]. These studies have provided immunogenetic information that is useful for the further study of giant panda immunity.

To explore the differences in transcriptome expression profiles between different tissues of the giant panda, in the present work, using Illumina HiSeq 2500 platform, we identified and characterized large-scale transcriptome from heart, liver, spleen, lung, and kidney of five giant pandas. Furthermore, we conducted comparative analyses of DEGs, Gene Ontology (GO) enrichment, KEGG enrichment, and PPI network on these tissues. The data from this study may provide a valuable genetic resource for further bioinformatics research or other potential research.

## 2. Materials and Methods

### 2.1. Ethics Statement and Sample Preparation

Animal care, samples collection and experiments were conducted according to the guidelines established by the Regulations on the Administration of Laboratory Animals (State Science and Technology Commission of the People's Republic of China, 2017) and were approved by the Committee for the Ethics on Animal Care and Experiments at Sichuan Agricultural University under permission number DKY-B20171911-1.

Five giant pandas (four females and one male) that died by accident were used in this study (Table S1). Samples were obtained from the China Conservation and Research Center for Giant Panda in Dujiangyan based, Sichuan, China. Heart, liver, spleen, lung, and kidney samples were collected from each panda and immediately stored in liquid nitrogen. Samples were then stored at −80°C until RNA extraction.

Total RNA was extracted using an RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer protocol. RNA degradation and contamination were monitored using 1% agarose gels. A NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) was used to check the purity of RNA, and a Qubit® RNA Assay Kit was used on samples, which were measured using a Qubit® 2.0 Flurometer (Life Technologies, CA, USA) to measure the concentration of RNA. RNA integrity was assessed using an RNA Nano 6000 Assay Kit for the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### 2.2. RNA Library Construction and Illumina Sequencing

A total amount of 1 *μ*g RNA per sample was used as input material for sequencing. Twenty-five sequencing libraries (5 tissues ×5 biological repetitions per tissue) were generated using a NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer's recommendations; index codes were added to the attribute sequences of each sample [38]. Index-coded samples were then clustered on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina) in accordance with the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and 150 bp paired-end reads were generated.

To ensure the quality of downstream information analysis, the raw data (raw sequence reads) files in FASTQ format obtained by sequencing were used for quality control processing. The steps for raw data processing were as follows: (1) removing sequence reads with adapter. The RNA-seq adapter information can be found in the Oligonucleotide sequences for TruSeq™ RNA and DNA Sample Prep Kits manufacturer's instructions, including RNA 5′ Adapter (RA5), part #15013205: 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′, RNA 3′ Adapter (RA3), part #15013207: 5′-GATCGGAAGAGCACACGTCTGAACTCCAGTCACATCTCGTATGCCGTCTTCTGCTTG-3′. (2) Removing sequence reads that ploy-N sequences with an uncertain base ratio of more than 10%. (3) Removing sequence reads with low-quality reads (reads with Qphred <20 bases accounting for more than 50% of total read length). The Qphred value and error rate of the clean data were calculated at the same time. All downstream analyses were based on the filtered high quality and clean data.

### 2.3. Gene Alignment and Expression Level Quantification

The giant panda reference genome ailMel1 (GCA_000004335.1) and gene model annotation files were downloaded from http://ensembl.org/Ailuropoda_melanoleuca/Info/Index. An index of the reference genome was built, and paired-end clean reads were aligned to the reference genome using HISAT2 v2.0.4 software with default parameters [39]. HISAT2 algorithm was mainly divided into three parts: (1) alignment of the whole sequencing sequences to the single exons of the reference genome, (2) alignment of the segmented sequences to two exons of the reference genome, and (3) alignment of the segmented sequences to three or more exons of the reference genome. The Cufflinks v2.1.1 with default parameters and reference annotation based transcript assembly method was used to construct and identify both known and novel transcripts from TopHat alignment results [40]. The genomic mapping result of all the sequenced reads data was pooled together and assembled using Cufflinks v2.1.1, and then compared with the giant panda reference genome using Cuffcompare (http://cole-trapnell-lab.github.io/cufflinks/cuffcompare/index.html#transfrag-class-codes).

Read numbers were counted and mapped to each gene using HTSeq v0.9.1 with union mode and default parameters. The fragments per kilobase of exon per million mapped fragments (FPKM) value of each gene was then calculated based on the gene length and read count mapped to the gene [41]. If the FPKM value of a gene is greater than 1, the gene is thought to be expressed in the tissue. The gene expression levels of different tissues were compared by the FPKM distribution diagram (violin plot) of all genes. For repeated samples of the same tissue, the final FPKM value of the tissue was the average of all five repeated FPKM values. To verify the credibility and repeatability of this experiment, principal component analysis (PCA) and Pearson correlation analyses of the correlation of gene expression in all samples were performed.

### 2.4. Differential Expression Analyses of each Tissue

To screen for genes that were differentially expressed between tissues, differential expression analysis of each two tissues among the heart, liver, spleen, lung, and kidney was performed using the DESeq v1.18.0 package in R software [42]. DESeq v1.18.0 provides statistical algorithms for determining differential expression from gene expression data using a model based on a negative binomial distribution. The resulting *p* values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate (FDR) [43]. Genes with a corrected *p* value <0.05 and |log2FoldChange| >2 found by DESeq v1.18.0 were assigned as DEGs.

### 2.5. GO and KEGG Enrichment Analyses of DEGs

The analyses of DEGs' GO enrichment and KEGG enrichment were carried out to evaluate the biological role and significance of DEGs. GO enrichment analysis of DEGs was implemented using the GOseq package (Release2.12 version) in R software; this method was based on Wallenius noncentral hypergeometric distribution, in which gene length bias was corrected [44]. KOBAS v2.0 software was used to test the statistical enrichment of DEGs against the KEGG pathway database; the statistical test method was the hypergeometric test/Fisher's exact test, and the FDR correction method was Benjamini-Hochberg [45]. GO terms and KEGG pathways with a corrected *p* value <0.05 were considered significantly enriched by DEGs.

### 2.6. Protein-Protein Interaction Analyses of DEGs

To find the hub genes that play a key role in specific tissue biology functions from tissue-specific DEGs, we mainly used the STRING protein interaction database (https://string-db.org/) to analyze the DEGs' PPI network. As giant panda is the species included in the STRING database, interactions of DEGs lists were extracted directly from the database to construct the networks. Then, the network files were imported directly into Cytoscape 3.7.0 software for visual editing. Finally, the identified genes were placed on UniProt (https://www.uniprot.org/) to check out their biological function information.

## 3. Results

### 3.1. Overview of the RNA Sequencing Profiles of Giant Panda

To explore the differences in gene expression patterns between different tissues of the giant panda, as well as genes that play a key role in the specific biological functions of different tissues, in the present study, 25 sequencing libraries (5 tissues ×5 biological repetitions per tissue) were constructed from five giant pandas (Table S2). This study generated 53.63 million raw reads per sample after sequenced with Illumina Hiseq 2500 platform, and 51.87 million clean reads per sample remained after quality control. 

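Heart, liver, spleen, lung, and kidney tissue was taken from each of 5 giant pandas, so the libraries with the same number in different tissues came from the same animal. Messenger RNA abundance in each library was measured by paired-end sequencing. The authors aligned the reads to the giant panda genome ailMel1 with HISAT2, added genes assembled with Cufflinks, counted the reads on each gene with HTSeq in union mode, and deposited the FPKM value of every gene in every library. FPKM divides the reads on a gene by the length of the gene and by the total of its library, and no further normalization between libraries is stated. Since the authors counted whole reads, the low values of a gene step by the value of 1 read. Whole reads were recovered from these steps for 24204 of the genes above 0 in a library, to within at most 0.05 reads. The total of reads counted on genes that belongs to the scale of these steps ranged from 13149580 to 21383380 per library, with a median of 16215829. The total ranged from 15342630 to 17715159 in the heart (median 16755133), from 15925960 to 21383380 in the liver (median 18647136), and from 13448104 to 17390350 in the spleen (median 13702284). In the lung it ranged from 13149580 to 16215829 (median 14602006), and in the kidney from 13982822 to 17336596 (median 16222940). These totals were between 55.8% and 87.7% of the uniquely mapped read pairs that the paper's Table S2 gives for the same libraries. A count of 0 allows up to 3 reads, which for a gene of 1 kb was 0.140 FPKM in the deepest library and 0.228 FPKM in the shallowest, for counting error only. Tissues were compared on the deposited FPKM values with limma on log2(FPKM + 1), which understates the change of genes near 0 FPKM. Each comparison took the genes with a mean above 1 FPKM in at least one of the tissues compared. A gene was called a DEG at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and a log2 difference beyond 2 in either direction.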

Finally, 7.78 GB clean bases per sample were generated in total for this study. All the error rates of per base sequencing were lower than 0.02%, and the Phred score Q30 value of all reads was greater than 91.83%. An average of 47.62 million clean reads per sample were successfully mapped to the giant panda Ensembl reference genome, and approximately, 46.71 million reads per sample were uniquely mapped among the total mapped reads (Table S2).

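Every gene in the deposited table has 1 row with its FPKM in the 25 libraries. Of the 25376 genes listed, 19343 carry an Ensembl identifier and 6033 carry an identifier given to genes from the authors' assembly. A total of 24207 genes were above 0 FPKM in at least one library, and 1169 genes were at 0 in all of them.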

A total of 25376 genes were successfully mapped to the giant panda reference genome, which consisted of 19343 known genes (including 13 mitochondrial genes) and 6033 novel genes (Table S3). 

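The FPKM of a tissue was taken as the mean of its 5 libraries, and 18701 genes had a mean above 1 FPKM in at least one tissue. Leaving out each library in turn gave between 18635 and 18752 genes. The number was 20626 at a threshold of 0.5 FPKM and 16603 at a threshold of 2 FPKM. It moved most when a gene had to be above 1 FPKM in every library of a tissue, which left 15775 genes. Among the expressed genes, 10586 (56.6%) were expressed in all 5 tissues and 2907 (15.5%) in a single tissue.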

Based on the universal standard of FPKM >1, under which a gene is expressed in the tissue, a total of 18,701 genes were identified which were expressed in at least one of the five tissues. These genes were comprised of 3,492 novel genes and 15,209 known annotated genes identified in the giant panda reference genome. 

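Of the genes added by the authors' assembly 57.9% were expressed in at least one tissue, against 78.6% of the Ensembl genes. The expressed genes of the assembly also had lower values. Their median FPKM in the tissue where each was highest was 2.79, against 24.0 for the expressed Ensembl genes.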

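With the mean of the 5 libraries above 1 FPKM, 12657 genes were expressed in the heart, 12355 in the liver, 15346 in the spleen, 15858 in the lung, and 15173 in the kidney. Leaving out each library in turn gave 12494 to 12788 genes in the heart, 12162 to 12548 in the liver, 15262 to 15415 in the spleen, 15672 to 15971 in the lung, and 14873 to 15328 in the kidney. These ranges did not overlap between the heart or the liver and any of the other 3 tissues. After rescaling by TMM factors between libraries the numbers lay closer, at 13745 in the heart, 13875 in the liver, 14225 in the spleen, 14529 in the lung, and 14689 in the kidney. When every library of the tissue had to be above the threshold, the numbers were 10652 in the heart, 7896 in the liver, 13603 in the spleen, 13691 in the lung, and 12166 in the kidney. Genes expressed in no other tissue numbered 390 in the heart, 330 in the liver, 680 in the spleen, 776 in the lung, and 731 in the kidney.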

There were 12,657, 12,355, 15,346, 15,858, and 15,173 genes expressed in the heart, liver, spleen, lung, and kidney tissues, respectively (Figure 1(a)). The expression levels of all genes in each tissue were assessed. Overall, among the five tissues, the expression of the spleen and lung were higher than the other three (Figure 1(b)). Furthermore, in the hierarchical cluster analysis of all genes' expression levels, overall, the cluster which contained kidney, spleen, and lung had a relatively higher gene expression level (Figure 1(c)).

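For each library, the median of log10(FPKM + 1) was taken over all genes in the table. Its mean over the 5 libraries was 0.579 ± 0.0342 (SD, n = 5) in the spleen and 0.615 ± 0.0592 (SD, n = 5) in the lung. It was 0.506 ± 0.111 (SD, n = 5) in the kidney, 0.276 ± 0.0359 (SD, n = 5) in the heart, and 0.228 ± 0.0806 (SD, n = 5) in the liver. The mean of the 10 spleen and lung libraries exceeded that of the 15 others by 0.261 (two-sided permutation test with 100000 resamples, p = 5e-05). The alternative that moved this difference most was rescaling of the FPKM values by TMM factors, which equalise the trimmed mean of log ratios between libraries. It lowered the difference to 0.0509 (two-sided permutation test, p = 0.0128), and the means became 0.377 in the heart, 0.353 in the liver, 0.436 in the spleen, 0.460 in the lung, and 0.461 in the kidney. The 20 highest genes held between 32.3% and 42.6% of the FPKM of a heart library and between 29.9% and 44.5% of a liver library. They held between 17.2% and 25.1% in the kidney, between 12.5% and 15.3% in the spleen, and between 12.8% and 17.5% in the lung.

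**Figure D1:**
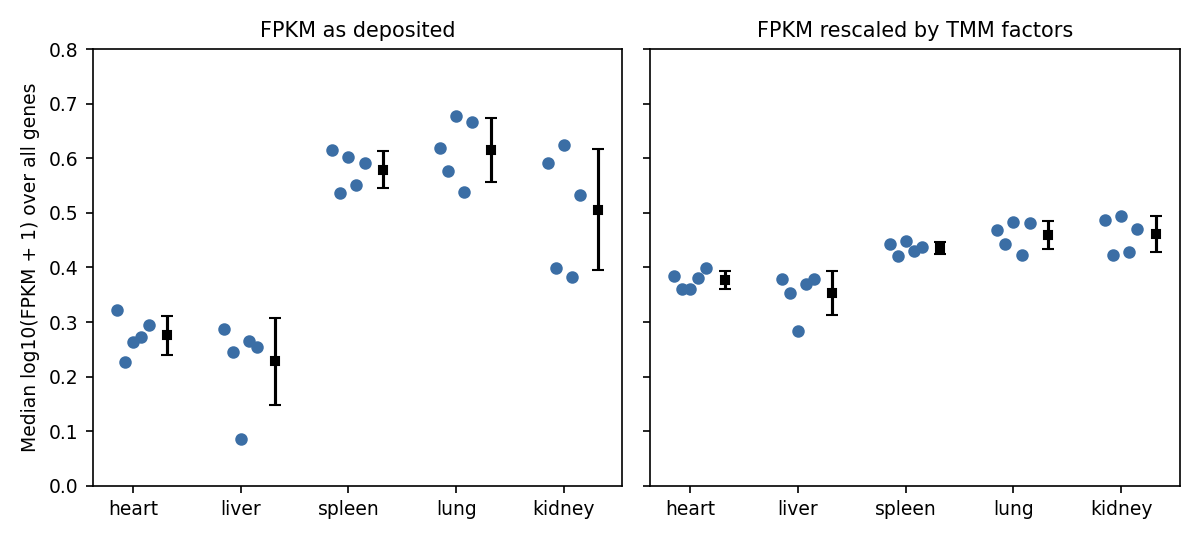
Median log10(FPKM + 1) over all genes of each library, by tissue, for the deposited FPKM (left) and FPKM rescaled by TMM factors (right). Circles are single libraries in the order of the panda numbers, and squares with bars are the mean and SD of 5 libraries. On the left, the heart and liver circles all lie below those of the other tissues, and on the right the spleen, lung, and kidney means lie between 0.436 and 0.461.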

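The clustering was repeated on the 18701 expressed genes, with log10(FPKM + 1) scaled per gene, Euclidean distance, and complete linkage. The first split set all heart and liver libraries against all kidney, spleen, and lung libraries. With 1 minus Pearson's r as the distance, the kidney libraries joined the heart and liver side. With average linkage, or without heart replicate 2, liver replicate 3 was split from all other libraries, and without the log transformation kidney replicates 2 and 4 joined the heart and liver. The per-library medians of the heart and of the liver lay below those of the kidney, spleen, and lung in all 5 pandas, with an exact two-sided permutation p of 0.00794 in each of the 6 pairs, the smallest that 5 libraries against 5 allow (adjusted p = 0.0132 over the 10 pairs of tissues). Between the kidney and the spleen the exact permutation p was 0.246 (adjusted p = 0.278), and between the kidney and the lung 0.119 (adjusted p = 0.170). The spleen was higher than the kidney in 4 of 5 pandas, and the lung in 5 of 5. With the signs of the differences exchanged within pandas, a test chosen after the values were seen, the exact two-sided p was 0.125 for the spleen and 0.0625 for the lung (adjusted p 0.156 and 0.0893). By the same test it was 0.0625 (adjusted p = 0.0893) in each of the 6 pairs of the heart or the liver with the kidney, spleen, or lung. For 5 pandas 0.0625 is the smallest p of this test, so it cannot fall below 0.05. After rescaling by TMM factors the spleen was higher than the kidney in 1 of 5 pandas and the lung in 2 of 5.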

In the results of PCA based on the gene expression level, the five biological repetitions of each tissue in this study gathered well, while the biological repetitions of lung and spleen overlapped (Figure 1(d)). These results, together with the five biological repetitions of each tissue, were gathered into a cluster in the hierarchical cluster analysis (Figure 1(c)), indicating that the samples in this study had a good repeatability; the resulting data was believed to be credible, and also suggested that there may be a closer correlation of gene expression patterns between the spleen and lung tissues.

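Principal components were computed on log10(FPKM + 1) of the expressed genes, centred and scaled per gene, since the paper's text does not name the transformation. The first 4 components held 41.4%, 14.3%, 11.5%, and 7.93% of the variance. On PC1 the spleen libraries spanned -106 to -79.5 and the lung libraries -103 to -74.1, and on PC2 they spanned 3.44 to 27.3 and -1.21 to 33.1. Heart libraries lay between 60.5 and 104 on PC1, and liver libraries between 74.5 and 182. Grouping on the first pair of components was scored with the silhouette, which is negative where a library lies nearer to another tissue than to its own. The silhouette was negative for 5 of 5 lung libraries (-0.319 to -0.144) and 1 of 5 spleen libraries, and for no heart, liver, or kidney library. On PC3 the spleen (-46.4 to -29.6) and the lung (-22.9 to 2.87) did not overlap, and over all expressed genes no library had a negative silhouette. Without the log transformation PC1 held 35.2%.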

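Within a tissue, the mean Pearson correlation of log10(FPKM + 1) across expressed genes, over the 10 pairs of libraries, was 0.960 in the heart, 0.9585 in the spleen, 0.948 in the lung, 0.928 in the kidney, and 0.908 in the liver. The lowest single pair was in the liver (0.826). Over the 250 pairs of libraries of different tissues, the correlation ranged from 0.577 to 0.895, with a median of 0.750. These are correlations across genes, which are not independent replicates. In the hierarchical clustering, the 5 libraries of the heart, spleen, lung, and kidney each formed one cluster. The liver libraries did not, because liver replicate 3 stood apart from a cluster that held the heart and the other 4 livers. All 5 tissues formed one cluster each when liver replicate 3 or liver replicate 1 was left out, or with 1 minus Pearson's r as the distance. From the grouping of the repetitions in both analyses, the paper concludes that the samples were repeatable, and it proposes that expression in the spleen and lung is more closely correlated.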

### 3.2. The Identified DEGs Showed Tissue Specificity

Under the conditions of corrected *p* value <0.05 and |log_2_FoldChange| >2, DEGs between each two different tissues were identified (Figure 2(a)). In all tissue comparisons, the heart vs. spleen group had the largest number of DEGs (4,325, consisting of 1,928 up- and 2,397 downregulated genes), whereas the number of DEGs between liver and kidney was the least (2,203, consisting of 727 up- and 1,476 downregulated genes). 

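With limma on log2(FPKM + 1), the heart and spleen differed in 3752 DEGs, of which 626 were higher and 3126 lower in the heart. The liver and kidney differed in 2210 DEGs, of which 371 were higher and 1839 lower in the liver. The largest number was 4841 between the liver and spleen (638 higher and 4203 lower in the liver), followed by 4807 between the liver and lung (553 and 4254). There were 3790 DEGs between the heart and lung (561 higher and 3229 lower in the heart), 2430 between the heart and kidney (485 and 1945), and 2238 between the heart and liver (1199 and 1039). The spleen and kidney differed in 2440 DEGs (1374 higher and 1066 lower in the spleen), and the lung and kidney in 2103 (1264 higher and 839 lower in the lung). Some of these numbers move with the scale of the libraries. The median log2 difference of all tested genes was -1.16 between the heart and spleen and -0.89 between the liver and kidney. After quantile normalization of log2(FPKM + 1), the median for the heart and spleen was -0.09, and 2355 DEGs were left, 1254 higher and 1101 lower in the heart. The liver and kidney then had a median of -0.0016 and 1326 DEGs (644 and 682), the liver and spleen 2335 (1255 and 1080), and the liver and lung 2147 (1124 and 1023). Quantile normalization gave 2096 DEGs for the heart and lung (1109 and 987) and 1829 for the heart and kidney (816 and 1013). The heart and liver (2235 DEGs, 1113 and 1122) changed little in number. So did the spleen and kidney (2353, 1098 higher and 1255 lower in the spleen) and the lung and kidney (1905, 881 higher and 1024 lower in the lung), but in these the larger share was then lower and not higher. A pseudocount of 0.1 raised the number in all 10 comparisons, to 8428 for the liver and lung. On data simulated for the spleen and lung comparison, with 200 of 16241 genes changed 8-fold, the same fit called 199 of the changed genes and 0 unchanged genes. The changed genes were drawn from those clearly above 0 FPKM, raised and lowered in equal number, with one scale for both tissues. The simulation therefore did not test changes of genes near 0 FPKM or a shift of scale.

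**Figure D2:**
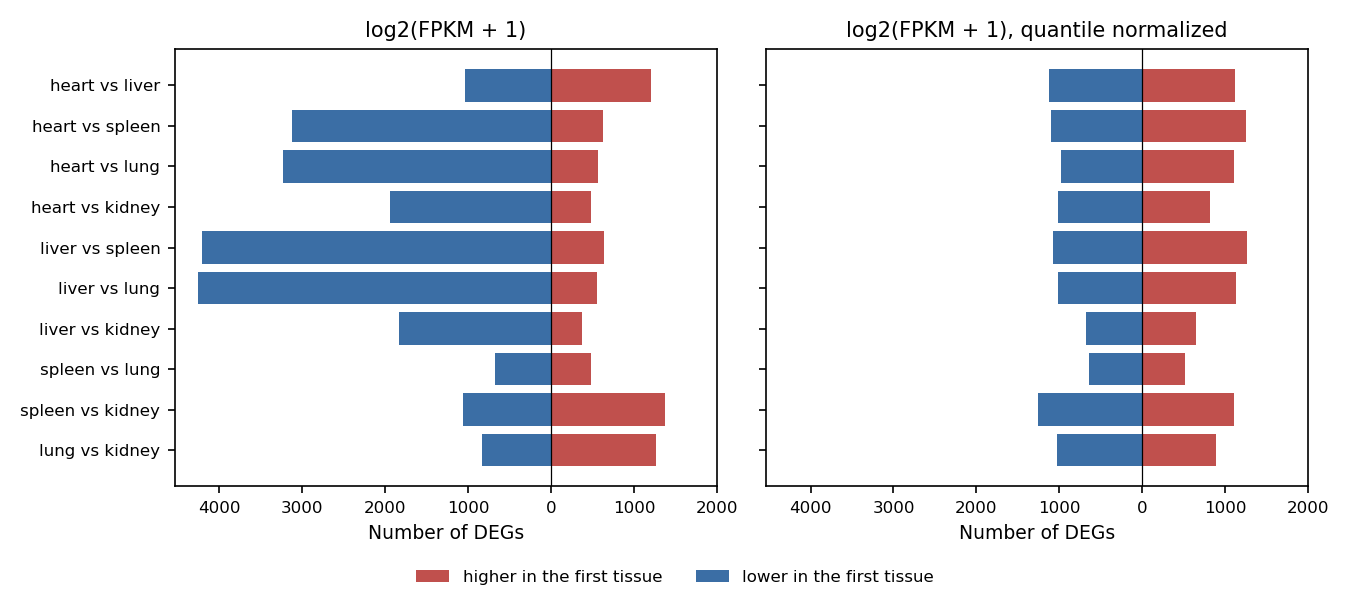
Number of DEGs higher (red, right of 0) and lower (blue, left of 0) in the first tissue named, for the 10 comparisons, with limma on log2(FPKM + 1) (left) and after quantile normalization (right). The heart and spleen comparison changes from 626 higher and 3126 lower to 1254 higher and 1101 lower.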

The hierarchical cluster analysis of all obtained DEGs shown tissue-specific gene expressed patterns, and the five biological repetitions of each tissue were well assembled into one cluster (Figure 2(b)). Similarly, there was a closer relationship between the two clusters of the spleen and lung than other tissues.

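In total, 9171 genes were DEGs in at least one of the comparisons. Clustering of the libraries on these genes, scaled per gene, gave one cluster of 5 libraries for each of the 5 tissues, and this held with each library left out in turn, with average linkage, and with 1 minus Pearson's r. Without the log transformation the kidney was the exception, since kidney replicate 4 joined the heart libraries.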

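The 10 spleen and lung libraries formed one cluster that held no library of another tissue. This was so on the DEGs and on all expressed genes, under each linkage, distance, and transformation tried and with each library left out in turn.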

Based on the DEGs identified by comparison between every two tissues, we analyzed the tissue-specific DEGs in each tissue. Finally, there were 921, 553, 574, 457, and 638 tissue-specific DEGs obtained in the heart, liver, spleen, lung, and kidney, respectively (Figure 3, Figure S1, Table S4). 

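Taking the genes that were DEGs in all 4 comparisons of a tissue, in either direction, gave 476 genes for the heart, 505 for the liver, 351 for the spleen, 337 for the lung, and 411 for the kidney. Leaving out each library in turn gave 441 to 511 genes in the heart, 460 to 579 in the liver, 320 to 400 in the spleen, 321 to 368 in the lung, and 355 to 545 in the kidney, where the highest number was reached without kidney replicate 4. Of the genes in the paper's Table S4, 364 of 921 were among those found for the heart, 261 of 553 for the liver, 266 of 574 for the spleen, and 321 of 638 for the kidney. The copy of Table S4 used here held 456 of the 457 lung genes, and no overlap was computed for the lung. Across the tissues 1894 genes were found in all, and 180 of them in 2 or more tissues. The 4 comparisons of a tissue share its libraries, so 5 unchanged groups were simulated 10 times, and 0 genes were called in all 4 comparisons of any group. Since 0 genes were called in any single comparison either, the simulation cannot show what the sharing does. It drew all libraries around one profile, with no differences between pandas and no shift of scale. A pseudocount of 0.1 gave 1194 genes in the liver.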

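In the heart 303 of the tissue-specific DEGs were higher than in each other tissue and 169 were lower than in each. The split was 254 higher and 237 lower in the liver (288 and 150 without liver replicate 3), and 326 higher and 9 lower in the spleen. In the lung 262 and in the kidney 363 were higher than in every other tissue. After quantile normalization the split was 462 higher and 36 lower in the heart, 368 and 50 in the liver, and 237 and 19 in the spleen, with 134 higher in the lung and 275 in the kidney. By a rule fixed in advance, the 3 named genes of each tissue with the largest smallest log2 difference over the 4 comparisons, and no overlap with the 20 libraries of other tissues, were taken. Besides genes whose values are given at other claims, these were TNNC1 (smallest log2 difference 12.24) and ACTA1 (11.85) in the heart, and APOC2 (11.11) and FGG (11.09) in the liver. TNNC1 had 26040 FPKM in heart replicate 3 against at most 20068 in the other hearts, and APOC2 had 8710 FPKM in liver replicate 5 against at most 4927 in the other livers. In the spleen they were CXCL13 (6.82), NR5A1 (6.54), and MADCAM1 (6.19), in the lung CLDN18 (8.17), and in the kidney UMOD (7.89) and SLC22A8 (7.45). Actin genes have near-identical sequences, and reads of ACTA1 and other actin genes could not be told apart here.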

All the tissue-specific DEGs also showed a higher gene expression level based on FPKM values (Figure 3(a)). As we expected, those tissue-specific DEGs, generally, were highly related to certain structural components or biological functions of a specific tissue (Figure 3(b), Table S4). For example, the heart-specific DEGs, like myosin light chain 2 (MYL2), were closely related to heart development and disease resistance functions [46]. 

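MYL2 (ENSAMEG00000013825), a myosin subunit of heart muscle, had 28762 ± 4476 FPKM in the heart (SD, n = 5), between 23304 and 34419 in single libraries. It had 2.99 ± 4.19 FPKM in the liver, 5.95 ± 6.38 in the spleen, 7.73 ± 7.08 in the lung, and 5.46 ± 6.48 in the kidney (SD, n = 5 each). The smallest log2 difference was 12.43, against the lung (SE 0.71), and the largest adjusted p of the 4 comparisons was 2.30e-08 (limma, Benjamini-Hochberg). Outside the heart its FPKM was 0 to 0.863 in pandas 1 and 2 and 0.620 to 15.9 in pandas 3 to 5. Gene names were taken from the paper's Table S4, which pairs 1778 of the identifiers with a name, and genome positions were not used here.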

The liver-specific DEGs, such as apolipoprotein C-I (APOC1), had a close relationship with the liver's energy and metabolic function [47]. 

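APOC1 (ENSAMEG00000012737) encodes a protein of plasma lipoproteins. Its FPKM was 15932 ± 3599 in the liver, 391 ± 193 in the kidney, 333 ± 99.0 in the spleen, 330 ± 205 in the lung, and 17.9 ± 8.45 in the heart (SD, n = 5 each). Every liver library (10958 or more) exceeded every other library (654 or less). The smallest log2 difference was 5.47 against the kidney (SE 0.37), and the largest adjusted p was 5.09e-07 (limma, Benjamini-Hochberg).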

As an important immune organ, most spleen-specific DEGs were related to immune and disease resistance functions, such as immunoglobulin heavy constant mu (IGHM) [48]. 

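IGHM (ENSAMEG00000004883) encodes the constant part of the IgM heavy chain. It had 7022 ± 2070 FPKM in the spleen, 10.6 ± 3.30 in the liver, 9.00 ± 5.15 in the kidney, and 2.92 ± 1.95 in the heart (SD, n = 5 each). The log2 difference from the spleen was 9.24 for the liver (SE 0.31), 9.56 for the kidney (SE 0.35), and 10.88 for the heart (SE 0.33). The largest of the adjusted p values over all 4 comparisons was 5.46e-07 (limma, Benjamini-Hochberg). How reads of related immunoglobulin genes were divided by the counting could not be checked here.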

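Surfactant protein C is made in the alveoli, and its gene SFTPC (ENSAMEG00000003331) had 23861 ± 14546 FPKM in the lung (SD, n = 5), between 11570 and 40781. It had 3.32 ± 3.74 FPKM in the heart, 2.50 ± 4.02 in the liver, and 3.11 ± 3.48 in the kidney (SD, n = 5 each). In the liver panda 4 had 9.61 FPKM against 0.168 to 1.55 in the others. In the kidney panda 5 had 9.28 FPKM against 0.851 to 2.16. The spleen value of 22.0 ± 43.3 rested on panda 4, with 99.3 FPKM, against 0 to 6.07 FPKM in the other 4 pandas. This was not confined to SFTPC. Spleen replicate 4 was also the highest spleen library for SFTPB (19.3 FPKM, others 0.130 to 1.13) and CLDN18 (3.54 FPKM, others 0 to 0.189). The source of these lung transcripts in that library was not tested. Against the spleen the log2 difference was 11.93 (SE 1.05), the smallest of the comparisons, and it was 12.99 without spleen replicate 4. The largest adjusted p was 4.51e-06 (limma, Benjamini-Hochberg).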

The lung-specific DEGs, including surfactant protein C (SFTPC), were not only directly related to respiratory function but also to disease prevention [49]. 

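FXYD2 (ENSAMEG00000003734) encodes a regulator of the sodium pump. In the kidney it had 7004 ± 3658 FPKM (SD, n = 5), with 948 in kidney replicate 4 and 7068 to 10438 in the other 4 libraries. Its mean was 4.38 ± 2.73 FPKM in the liver, 2.33 ± 1.01 in the lung, 1.69 ± 1.33 in the spleen, and 1.44 ± 1.18 in the heart (SD, n = 5 each), and at most 38 reads were counted on it in any of these libraries. The smallest log2 difference was 10.11, against the liver (SE 0.59), and 10.74 without kidney replicate 4. The largest adjusted p was 1.27e-07 (limma, Benjamini-Hochberg).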

For the kidney, the tissue-specific DEGs were mainly associated with the kidney function substance reabsorption and urine formation, including the FXYD domain-containing ion transport regulator 2 (FXYD2) [50]. In addition, some tissue-specific DEGs of one tissue may also be highly expressed in another tissue at the same time, such as the gene IGHM highly expressed in spleen and lung tissues. This is probably because both tissues were closely related to immune function.

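In the lung, IGHM had 249 ± 134 FPKM (SD, n = 5), between 158 and 480, and each lung library exceeded each heart, liver, and kidney library. The log2 difference of the lung was 6.00 from the heart (SE 0.37), 4.36 from the liver (SE 0.36), and 4.67 from the kidney (SE 0.39), with a largest adjusted p of 1.77e-06 over the comparisons (limma, Benjamini-Hochberg). The lung was also below the spleen, by a log2 difference of -4.89 (SE 0.33), and the mean FPKM of the spleen was 28.2 times that of the lung.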

### 3.3. DEGs Significantly Enriched to Tissue-Specific GO Terms and KEGG Pathways

Using the above tissue-specific DEGs, the GO enrichment and KEGG enrichment analyses were performed separately. Overall, with corrected *p* value <0.05, tissue-specific DEGs significantly enriched to 24, 1, and 26 GO terms in the liver, spleen, and kidney, respectively (Table S5), and none of GO term was significantly enriched in the heart and lung tissues. Additionally, it significantly enriched to 9, 23, 22, 6, and 11 KEGG pathways in the heart, liver, spleen, and kidney tissues (Table S6). As expected, GO terms or KEGG pathways of tissue-specific DEGs enriched were related to tissue-specific activities (Figure 3(a), Table S5~S6), such as in the heart tissue, the KEGG pathway hypertrophic cardiomyopathy (aml05410) was significantly enriched to those heart related disease, while pathways such as cardiac muscle contraction (aml04260), were closely related to the maintenance of the heart's own essential functions. For the liver tissue, either the significantly enriched KEGG pathways steroid hormone biosynthesis (aml00140) or the significantly enriched GO terms endopeptidase regulator activity (GO: 0061135) was associated with the biological function of the liver as a major energy metabolic tissue. For the spleen tissue, the mainly significantly enriched KEGG pathways and GO term, including intestinal immune network for IgA production (aml04672), were closely related to immunity or disease. The most significantly enriched KEGG pathways in lung tissue included cAMP signaling pathway (aml04024) and complement and coagulation cascades (aml04610); those pathways had a close relationship with lung functions. For example, metabolism and immune function and the tissue-specific DEGs also significantly enriched to the KEGG pathway hematopoietic cell lineage (aml04640). For the last tissue, the kidney, significantly enriched KEGG pathways like nitrogen metabolism (aml00910), or GO terms like transporter activity (GO: 0005215), all were closely related to the secretion and reabsorption functions of the kidney.

### 3.4. Hub Genes of each Tissue Obtained from PPI Analysis of DEGs

The tissue-specific DEGs obtained from previous differential expression analysis were placed in the STRING database for PPI analysis. And then, after network analysis and visualization in Cytoscape software, we obtained the PPI network of all DEGs and hub genes. All the hub genes of each tissue were at key positions in the interaction networks (Figure 4). The genes including titin (TTN), caveolin 3 (CAV3), LIM domain binding 3 (LDB3), triadin (TRDN), and actinin alpha 2 (ACTN2) in the heart; fibrinogen alpha chain (FGA), alpha 2-HS glycoprotein (AHSG), and serpin family C member 1 (SERPINC1) in the liver; CD19 molecule (CD19), CD79b molecule (CD79B), and interleukin 21 receptor (IL21R) in the spleen; NK2 homeobox 4 (NKX2-4) and surfactant protein B (SFTPB) in the lung; GC vitamin D binding protein (GC) and histidine-rich glycoprotein (HRG) in the kidney play a key role in tissue-specific functions, respectively.

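Of the hub genes, TTN had 64.7 ± 17.0 FPKM, CAV3 478 ± 143, LDB3 306 ± 121, TRDN 47.3 ± 13.5, and ACTN2 1324 ± 362 in the heart (SD, n = 5 each). Their smallest log2 differences from another tissue were 5.57 for TTN, 8.73 for CAV3 (726 FPKM in heart replicate 1 and at most 446 in the other hearts), 7.10 for LDB3, 4.69 for TRDN, and 8.65 for ACTN2. In the liver, FGA had 1826 ± 1424 FPKM, AHSG 6978 ± 6194, and SERPINC1 1177 ± 653 (SD, n = 5 each), with smallest log2 differences of 9.20, 11.51, and 6.81. In the spleen, CD79B had 142 ± 43.3 FPKM and IL21R 16.9 ± 5.13 (SD, n = 5 each), with smallest log2 differences of 4.37 and 2.45, both against the lung. IL21R had 25.7 FPKM in spleen replicate 1 and at most 16.3 in the other spleens. SFTPB in the lung had 3561 ± 1849 FPKM (SD, n = 5) and a smallest log2 difference of 10.31. For these genes the 5 libraries of the tissue all lay above the other 20, and the largest adjusted p was 1.99e-05, for SERPINC1 (limma, Benjamini-Hochberg). GC had 6.87 ± 7.82 FPKM in the kidney and 1306 ± 1406 in the liver (SD, n = 5 each). Both means were raised by panda 5, with 19.0 FPKM in the kidney (others 0.173 to 9.54) and 3644 in the liver (others 323 to 1614). HRG had 10.7 ± 4.82 FPKM in the kidney and 1598 ± 1279 in the liver (SD, n = 5 each). The log2 difference of the kidney from the liver was -7.51 for GC (SE 0.84) and -6.67 for HRG (SE 0.72), and in kidney replicate 4 HRG had 2.38 FPKM against at least 11.2 in the other kidneys. Both genes were higher in the kidney than in the heart, spleen, and lung, and the adjusted p over the 4 comparisons was at most 0.0229 for GC and 0.000726 for HRG. For GC these log2 differences were 2.14, 2.12, and 2.03, near the threshold of 2. They fell to 1.84, 1.82, and 1.73 without kidney replicate 1 and to 1.61, 1.59, and 1.499 without kidney replicate 5. Against the lung it was 1.92 without kidney replicate 3 and 1.98 without lung replicate 1 or lung replicate 2, and against the heart 1.43 after quantile normalization. NKX2-4 was not analysed here, since its name is paired with no identifier in Table S4.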

## 4. Discussion

Previous studies have shown that there are significant gene expression differences between different tissues, include studies on humans [51], pigs [52], mice [10], and rats [9]. Although the heart, liver, spleen, lung, and kidney are vital tissues for the giant panda, transcriptome analyses have only been reported for the blood and spleen [34–37]. Thus, this is the first time that the transcriptomes of the giant panda heart, liver, lung, and kidney tissues have been reported. It is also the first comparative transcriptome analysis for the heart, liver, spleen, lung, and kidney of the giant panda.

In the previous studies, a total of 160 million clean reads and 13.61 GB clean bases were generated from three giant panda blood samples; in addition, two spleens from one newborn and one adult giant panda yielded 36.58 million and 52.05 million clean reads, respectively [36]. In the present study, an average of 51.87 million clean reads per sample and 7.78 GB clean base per sample were obtained (Table S2); this output was equivalent or superior to the reported sequencing results in the giant panda [34, 36]. Furthermore, whether in the hierarchical cluster analysis of all genes (Figure 1(c)) or in the PCA of all genes (Figure 1(d)), the five biological repetitions of each tissue were well grouped together or highly relevant, indicating that the RNA-Seq results obtained in this study had high credibility and repeatability, which ensured that the follow-up analyses were based on an operational and meaningful basis.

Overall, the results of the differential expression analysis of each tissue showed the unique gene expression patterns. However, two tissues, the spleen and lung were highly similar in gene expression patterns. 

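Similarity was measured between the tissues of the same panda, as Pearson's r of log10(FPKM + 1) across the expressed genes. For the spleen and lung r was 0.875 ± 0.0157 (SD, n = 5 pandas), and for the next pair, the liver and kidney, 0.798 ± 0.0459 (SD, n = 5 pandas). The spleen and lung pair had the highest r in 5 of 5 pandas (exact permutation of the pair labels within each panda, p = 1e-05, the smallest it can give). The lowest pair was the liver and spleen, with 0.714 ± 0.0465 (SD, n = 5 pandas). Without the log transformation the mean difference from the next pair, then the heart and kidney, was 0.0051, and the spleen and lung were highest in 3 of 5 pandas (exact permutation, p = 0.00856).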

In terms of all gene expression statistics based on FPKM values, both the spleen and lung had relatively high and similar distributions of expression levels (Figures 1(b) and 1(c)) and were simultaneously clustered on a small branch in a hierarchical clustering analysis of all genes (Figure 1(c)) and all DEGs (Figure 2(b)). The gene expression level correlation revealed that the biological replicate samples for spleen and lung tissues were clustered in the PCA graph (Figure 1(d)). Among the results of differential expression gene analysis in all five tissues, the number of DEGs between the spleen and lung was one of the smallest, only 2,490 (Figure 2(a)), and some of the tissue-specific DEGs in the spleen, such as IGHM, JCHAIN, were also highly expressed in the lung (Figure 3(b)). Furthermore, in KEGG enrichment results, DEGs in the spleen and lung were enriched in the same KEGG pathways, such as hematopoietic cell lineage (aml04640) (Table S6). 

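Between the spleen and lung 1163 DEGs were found, of which 481 were higher and 682 lower in the spleen, the smallest number of the 10 comparisons. With each library left out in turn the number stayed between 1118 and 1221. JCHAIN (ENSAMEG00000005863), which joins the units of IgM and IgA, had 2311 ± 1497 FPKM in the spleen and 390 ± 280 in the lung (SD, n = 5 each). It had 28.1 ± 11.2 FPKM in the kidney, 11.6 ± 6.58 in the liver, and 3.28 ± 0.706 in the heart (SD, n = 5 each). The lung exceeded the kidney by a log2 difference of 3.58 (SE 0.42, limma, adjusted p = 2.38e-05) and the spleen exceeded the lung by 2.53 (SE 0.54, limma, adjusted p = 0.00377). The ranges of the spleen and lung overlapped, with 714 FPKM in the lowest spleen library and 846 in the highest lung library.

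**Figure D3:**
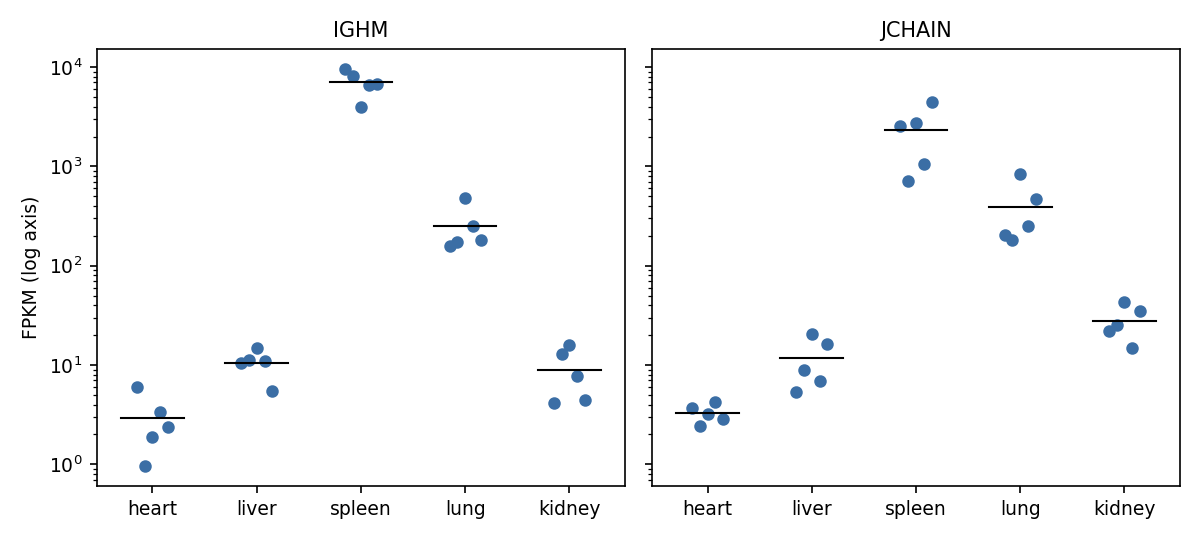
FPKM of IGHM (left) and JCHAIN (right) in each library, by tissue, on a log axis. Circles are single libraries in the order of the panda numbers and lines are means of 5 libraries. For both genes all lung libraries lie above the heart, liver, and kidney libraries, and the mean lies below that of the spleen.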

Our results suggest that the spleen and lung tissues may share very close biological similarity or may be closely related to the same immune responses, which is consistent with previous studies, such as coparticipation in heavy metal cadmium-induced poisoning [53] or nonlethal systemic *Aspergillus fumigatus* infection [54].

The hub genes obtained from the PPI network analyses were closely related to the unique structure or function of the tissue (Figure 4). In those hub genes identified in PPI analysis, the protein Titin encoded by the gene TTN is a key component in the assembly and functioning of vertebrate striated muscles, and a mutation in the TTN gene can cause familial dilated cardiomyopathy (DCM) [55], centronuclear myopathy [56] and is involved in progressive muscular dystrophies during early human development [57]. The TTN originated stiffness decrease will lead to systolic dysfunction in DCM heart muscles [58, 59]. By influencing the elasticity of myocardial muscle, TTN associated with preserved ejection fraction with heart failure [60, 61]. CAV3 may act as a scaffolding protein within caveolar membranes, interacting directly with G-protein alpha subunits and can functionally regulate their activity (https://www.uniprot.org/), which can regulate caveolae function [62]. LDB3 gene mutations cause idiopathic dilated cardiomyopathy (IDCM) [63] and sometimes occur simultaneously with both prominent left ventricular trabeculation and congenital left ventricular aneurysms [64]. TRDN contributes to the regulation of lumenal Ca2+ release via the sarcoplasmic reticulum calcium release channels RYR1 and RYR2, a key step in triggering skeletal and heart muscle contraction, and TRDN play a role in excitation-contraction coupling in the heart and in regulating the rate of heartbeats (https://www.uniprot.org/). TRDN is required for the triplet connection of normal tissues, where the T-tube and sarcoplasmic reticulum terminal cisternae are in close contact and are required for normal skeletal muscle strength [65–68]. ACTN2 is linked with heart failure [69], especially its mutation that can cause hypertrophic cardiomyopathy [70, 71]. FGA first produces monomers from protease thrombin cleavage and then polymerizes with fibrinogen beta (FGB) and fibrinogen gamma (FGG) to form an insoluble fibrin matrix, and fibrin plays an important role in hemostasis as one of the main components of blood clots [72]. The mutation of FGA will cause the clinical disorder of amyloidosis in the liver or other tissues [73]. Although AHSG is mainly expressed in the liver, it can affect type2 diabetes and tumor progression [74]. SERPINC1 is the most important serine protease inhibitor in plasma that regulates the blood coagulation cascade [75]. CD19 serves as a coreceptor for the B-cell antigen receptor complex (BCR) on B-lymphocytes and can reduce the threshold for activating the downstream signaling pathway and triggering the B-cell antigen response. It is required for normal levels of serum immunoglobulin and to produce high-affinity antibodies in response to antigen challenge [76, 77]. Heterodimer composed of CD79b and CD79a is an important signaling component of the B-cell receptor complex and plays a crucial role in the B-cell development and antibody production [78]. IL21R signaling plays a significant role in promoting follicular helper T (Tfh) cell-mediated cardiac injury in viral myocarditis (VMC) [79] and response to chronic allograft nephropathy (CAN) [80]. NKX2-4 may be related to DNA-binding transcription factor activity and cell differentiation [81]. SFTPB promotes alveolar stability by lowering the surface tension at the air-liquid interface in the peripheral air spaces [81, 82]. GC is involved in vitamin D transport and storage, scavenging of extracellular G-actin, enhancement of the chemotactic activity of C5 alpha for neutrophils in inflammation, and macrophage activation [83]. HRG plays an important role in heavy metal ion transport, such as cadmium adsorption [84].

Though studies have shown differences in transcriptome patterns among animals of different ages [37, 85, 86], physiological conditions [87] or sex [86, 88], studying differences of different ages, conditions, or genders requires a certain amount of sample size to make the corresponding results meaningful. For instance, Yu et al. used at least 320 rat samples to study transcriptome expression patterns between 11 different organs, two genders, and four different developmental stages [9]. As the giant panda is the national treasure of China and is a world-famous rare and conserved animal, the method of obtaining the sample involved in this study is special; we cannot take the method of euthanasia to collect the sample like is used in collecting samples from rats or other animals, and the corresponding sample can only be obtained in the case of accidental death of the giant panda. Our samples collected from five individual giant pandas, consisting of four females and one male, or three young (death from virus infection), one adult (death from ileac pssion), and one aged (death from ovarian cancer) (Table S1). As the sample size is limited, the study of transcriptome differences between different ages, conditions, or genders is greatly affected by the individual and quantity and has little significance. Furthermore, the results of this study, such as the five biological repeats of each tissue in the heatmap and PCA of all tissue samples were gathered together, while the five tissues that were separated from each other (Figures 1(c) and 1(d)) have shown that the differences between the biological repetitions within tissues, compared with the differences between tissues, appear to be very small, and are not enough to affect the differences between tissues. Moreover, in the previous transcriptome study on the blood and spleen of giant panda [34, 36, 37], the number of giant pandas used was only four at most, so we believe that the use of five giant pandas as biological repetitions of each tissue sample in this study is reference-based and has certain biological significance.

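The variance of log10(FPKM + 1) over the 25 libraries was divided between tissue, panda, and remainder for each expressed gene. Summed over the 18701 genes, 78.7% lay between tissues, 9.09% between pandas, and 12.2% in the remainder. The share between tissues was above the share between pandas for 93.9% of the genes, and below it for 1138 genes. After rescaling by TMM factors the shares were 76.1%, 10.7%, and 13.2%, and the share between tissues was the larger for 84.4% of the genes and the smaller for 2915.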

Although, the samples used in this study were all from captive giant pandas, and studies have shown that there are differences in physiological characteristics between captive and wild giant pandas, such as changes in the gut microbiome, where fecal microbiome diversity was significantly lower in captive giant panda, as was the diversity of functional genes [89]. We think this difference may be due to the different diets between captive and wild giant pandas. The main diet for captive giant pandas is bamboo, fruit, carrot, steamed grain mixture, and some animal products [90], while almost 99% of the diet for wild giant panda is bamboo [91]. Therefore, we speculate that the tissue transcriptome pattern of the wild giant panda may be no different from that of the captive giant panda.

## 5. Conclusions

In the present study, we first reported the transcriptome of four tissues (heart, liver, lung, and kidney) of the giant panda, we also found differences in gene expression patterns among the five tissues (add spleen). This dataset provided a valuable resource for further research on the genetics and immune/disease of the giant panda.

## Figures and Tables

**Figure 1:**
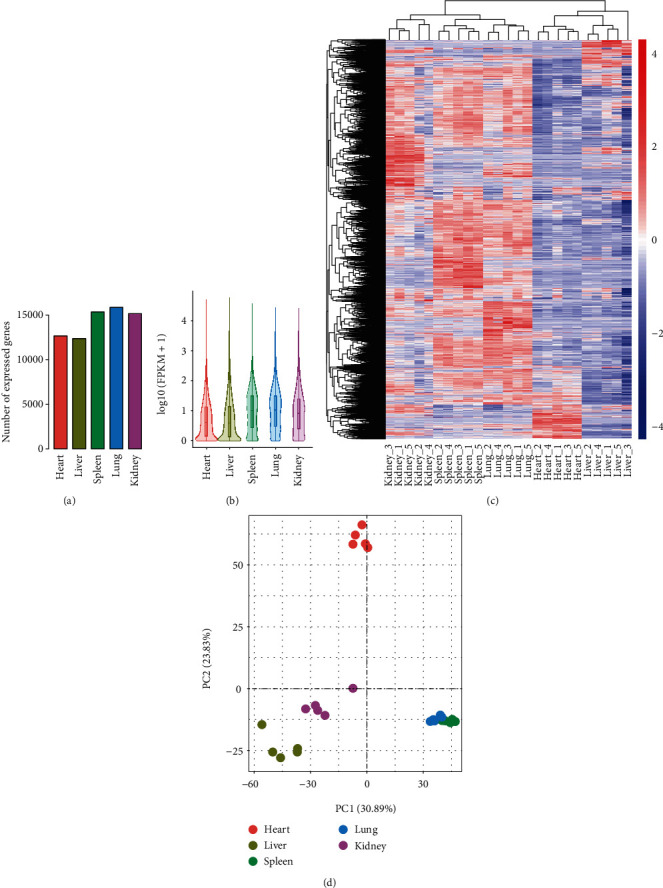
Overview of all genes expressed level in the giant panda. (a) Statistical histogram of the number of genes expressed in each tissue using the R language function barplot. (b) Violin plot generated by the ggplot2 R package based on FPKM value of all genes in each tissue. The ordinate represents log_10_(FPKM+1). Each region of violin plot corresponds to five statistics (top-down, maximum, upper quartile, median, lower quartile, and minimum). The width of each violin represents the number of genes under that expression. (c) Hierarchical clustering heatmap of all expressed genes based on the normalized FPKM values. It generated by the pheatmap R package and the red-blue spectrum represents the normalized FPKM values. (d) Principal component analysis based on the FPKM value of all expressed genes using the ggplot2 R package.

**Figure 2:**
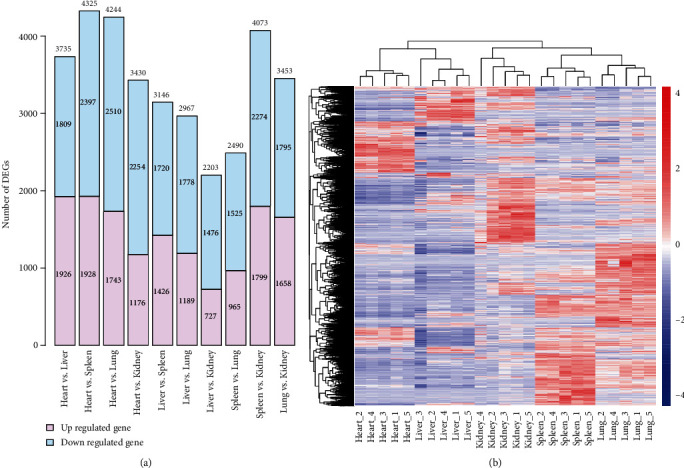
Statistics of differentially expressed genes between different tissues. (a) Histogram of differentially expressed genes number statistics between different tissues with corrected *p* value <0.05 and |log_2_FoldChange| >2. It generated by the R language function barplot. (b) Hierarchical clustering heatmap of all differentially expressed genes based on the normalized FPKM values generated by the pheatmap R package and the red-blue spectrum represents the normalized FPKM values.

**Figure 3:**
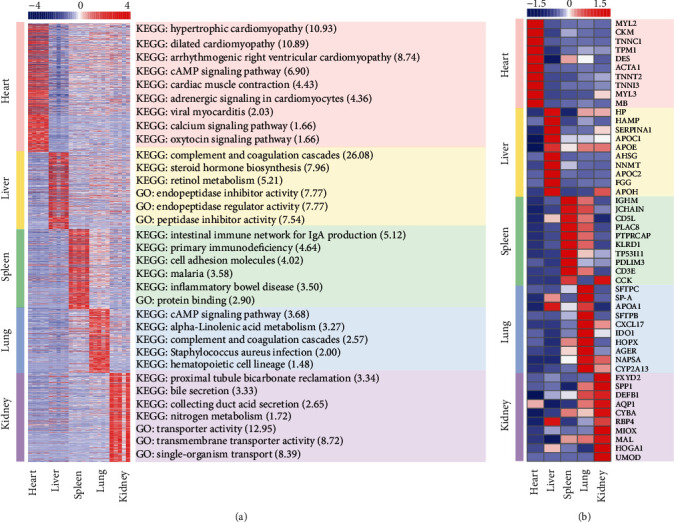
Statistics of tissue-specific differentially expressed genes between different tissues. (a) The heatmap of all tissue-specific differentially expressed genes of each tissue (left) and part of significantly enriched GO terms and KEGG pathways (right, with corrected *p* value <0.05, number in the right parentheses represents −log_10_(corrected *p* value)). (b) The heatmap of the top 10 highly expressed tissue-specific differentially expressed genes of each tissue. It generated by the pheatmap R package, and the red-blue spectrum represents the normalized FPKM values.

**Figure 4:**
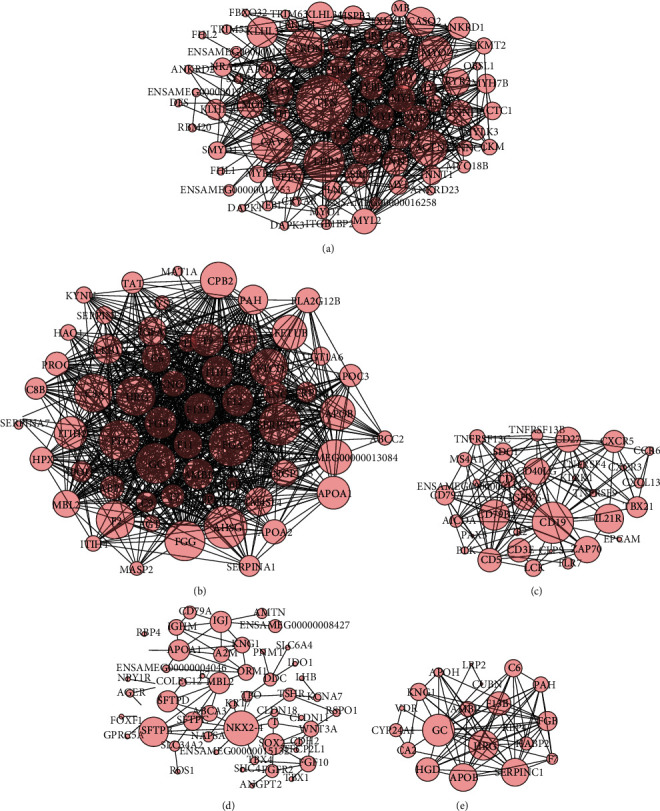
Protein-protein interaction networks of the heart (a), liver (b), spleen (c), lung (e), and kidney (e). The size of each node in the protein-protein interaction networks presents the connect degree of each gene. Those nodes that were not connected to any node were omitted in the network. The networks were first generated in the STRING database and then visually edited in Cytoscape software.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) with accession number GSE138294.

# Supplementary material for: Transcriptome Profiling across Five Tissues of Giant Panda
**Source:** Biomed Res Int. 2020 Aug 10;2020:3852586. doi: 10.1155/2020/3852586
**Supplement:** Supplementary Materials — is available for this paper at https://new.hindawi.com/journals/bmri/. Supplementary Table S1: individual information of the giant panda used in this study. Supplementary Table S2: quality summary of RNA-seq results in all samples of the giant panda. Supplementary Table S3: details of all genes mapped to the giant panda reference genome in the present study. Supplementary Table S4: list of tissue-specific differentially expressed genes of each tissue of giant panda. Supplementary Table S5: list of significantly enriched GO terms of tissue-specific differentially expressed genes of each tissue. Supplementary Table S6: list of significantly enriched KEGG pathways of tissue-specific differentially expressed genes of each tissue. Supplementary Figure S1: four-way Venn diagram of tissue-specific differentially expressed 466 genes of each tissue.

## Supplementary Information

### BioMed Research International

#### Transcriptome profiling across five tissues of giant panda

Feng Li<sup>1,2,4</sup>, Chengdong Wang<sup>3,4</sup>, Zhongxian Xu<sup>1,4</sup>, Mingzhou Li<sup>1</sup>, Linhua Deng<sup>3</sup>, Ming Wei<sup>3</sup>, Hemin Zhang<sup>3</sup>, Kai Wu<sup>3</sup>, Ruihong Ning<sup>1</sup>, Diyan Li<sup>1</sup>, Mingyao Yang<sup>1</sup>, Mingwang Zhang<sup>1</sup>, Qingyong Ni<sup>1</sup>, Bo Zeng<sup>1\*</sup>, Desheng Li<sup>3\*</sup> and Ying Li<sup>1\*</sup>

<sup>4</sup> These authors contributed equally to this work.

**Supplementary Table S5: List of significantly enriched KEGG pathways of tissue-specific differential expressed genes of each tissue.**

| Tissue | KEGG ID  | Pathway                                                | Input number | Background number | -log10 (Corrected p-Value) |
|--------|----------|--------------------------------------------------------|--------------|-------------------|----------------------------|
| Heart  | aml05410 | Hypertrophic cardiomyopathy (HCM)                      | 29           | 78                | 10.93                      |
| Heart  | aml05414 | Dilated cardiomyopathy (DCM)                           | 29           | 81                | 10.89                      |
| Heart  | aml05412 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 24           | 69                | 8.74                       |
| Heart  | aml04024 | cAMP signaling pathway                                 | 35           | 187               | 6.90                       |
| Heart  | aml04260 | Cardiac muscle contraction                             | 18           | 75                | 4.43                       |
| Heart  | aml04261 | Adrenergic signaling in cardiomyocytes                 | 25           | 142               | 4.36                       |
| Heart  | aml05416 | Viral myocarditis                                      | 11           | 52                | 2.03                       |
| Heart  | aml04921 | Oxytocin signaling pathway                             | 19           | 148               | 1.66                       |
| Heart  | aml04020 | Calcium signaling pathway                              | 21           | 173               | 1.66                       |
| Kidney | aml04964 | Proximal tubule bicarbonate reclamation                | 7            | 22                | 26.08                      |
| Kidney | aml04976 | Bile secretion                                         | 10           | 64                | 7.96                       |

|        |          |                                                           |    |      |      |
|--------|----------|-----------------------------------------------------------|----|------|------|
| Kidney | aml04610 | Complement and coagulation cascades                       | 9  | 63   | 5.74 |
| Kidney | aml04971 | Gastric acid secretion                                    | 9  | 70   | 5.21 |
| Kidney | aml04966 | Collecting duct acid secretion                            | 6  | 26   | 3.82 |
| Kidney | aml04961 | Endocrine and other factor-regulated calcium reabsorption | 7  | 42   | 3.70 |
| Kidney | aml00460 | Cyanoamino acid metabolism                                | 3  | 5    | 3.70 |
| Kidney | aml00910 | Nitrogen metabolism                                       | 4  | 16   | 3.70 |
| Kidney | aml04977 | Vitamin digestion and absorption                          | 4  | 20   | 3.60 |
| Kidney | aml00330 | Arginine and proline metabolism                           | 6  | 56   | 3.32 |
| Kidney | aml00340 | Histidine metabolism                                      | 4  | 23   | 3.22 |
| Liver  | aml04610 | Complement and coagulation cascades                       | 37 | 63   | 2.92 |
| Liver  | aml00140 | Steroid hormone biosynthesis                              | 15 | 38   | 2.53 |
| Liver  | aml05204 | Chemical carcinogenesis                                   | 14 | 52   | 2.25 |
| Liver  | aml00830 | Retinol metabolism                                        | 12 | 41   | 2.08 |
| Liver  | aml01100 | Metabolic pathways                                        | 70 | 1131 | 2.02 |
| Liver  | aml05150 | Staphylococcus aureus infection                           | 10 | 42   | 1.91 |
| Liver  | aml00591 | Linoleic acid metabolism                                  | 8  | 24   | 1.91 |
| Liver  | aml00980 | Metabolism of xenobiotics by cytochrome P450              | 10 | 43   | 1.91 |
| Liver  | aml00982 | Drug metabolism - cytochrome P450                         | 10 | 45   | 1.60 |
| Liver  | aml00500 | Starch and sucrose metabolism                             | 9  | 39   | 1.51 |
| Liver  | aml00053 | Ascorbate and aldarate metabolism                         | 6  | 14   | 1.46 |
| Liver  | aml01230 | Biosynthesis of amino acids                               | 11 | 70   | 1.44 |
| Liver  | aml00590 | Arachidonic acid metabolism                               | 9  | 53   | 5.12 |
| Liver  | aml00120 | Primary bile acid biosynthesis                            | 5  | 15   | 4.64 |
| Liver  | aml04975 | Fat digestion and absorption                              | 7  | 38   | 4.02 |
| Liver  | aml00983 | Drug metabolism - other enzymes                           | 6  | 28   | 3.58 |
| Liver  | aml02010 | ABC transporters                                          | 7  | 42   | 3.50 |
| Liver  | aml00040 | Pentose and glucuronate interconversions                  | 5  | 20   | 3.31 |
| Liver  | aml00330 | Arginine and proline metabolism                           | 8  | 56   | 3.26 |
| Liver  | aml04976 | Bile secretion                                            | 8  | 64   | 2.95 |
| Liver  | aml03320 | PPAR signaling pathway                                    | 8  | 67   | 2.81 |
| Liver  | aml00260 | Glycine, serine and threonine metabolism                  | 6  | 40   | 2.81 |
| Liver  | aml00860 | Porphyrin and chlorophyll metabolism                      | 5  | 28   | 2.60 |
| Lung   | aml04024 | cAMP signaling pathway                                    | 16 | 187  | 2.59 |
| Lung   | aml00592 | alpha-Linolenic acid metabolism                           | 6  | 20   | 2.52 |
| Lung   | aml04610 | Complement and coagulation cascades                       | 8  | 63   | 2.35 |
| Lung   | aml05150 | Staphylococcus aureus infection                           | 6  | 42   | 2.35 |
| Lung   | aml04640 | Hematopoietic cell lineage                                | 7  | 78   | 2.07 |

|        |          |                                              |    |     |      |
|--------|----------|----------------------------------------------|----|-----|------|
| Lung   | aml00591 | Linoleic acid metabolism                     | 4  | 24  | 1.79 |
| Spleen | aml04672 | Intestinal immune network for IgA production | 12 | 40  | 1.70 |
| Spleen | aml05340 | Primary immunodeficiency                     | 10 | 30  | 1.70 |
| Spleen | aml04514 | Cell adhesion molecules (CAMs)               | 17 | 124 | 1.53 |
| Spleen | aml05144 | Malaria                                      | 10 | 45  | 1.38 |
| Spleen | aml05321 | Inflammatory bowel disease (IBD)             | 11 | 59  | 1.37 |
| Spleen | aml05330 | Allograft rejection                          | 8  | 30  | 3.68 |
| Spleen | aml05310 | Asthma                                       | 7  | 22  | 3.27 |
| Spleen | aml04940 | Type I diabetes mellitus                     | 8  | 36  | 2.57 |
| Spleen | aml04020 | Calcium signaling pathway                    | 17 | 173 | 2.00 |
| Spleen | aml04640 | Hematopoietic cell lineage                   | 11 | 78  | 1.48 |
| Spleen | aml04060 | Cytokine-cytokine receptor interaction       | 18 | 201 | 1.34 |
| Spleen | aml04064 | NF-kappa B signaling pathway                 | 11 | 85  | 3.34 |
| Spleen | aml04660 | T cell receptor signaling pathway            | 12 | 103 | 3.33 |
| Spleen | aml05320 | Autoimmune thyroid disease                   | 7  | 37  | 2.76 |
| Spleen | aml05332 | Graft-versus-host disease                    | 6  | 26  | 2.65 |
| Spleen | aml05142 | Chagas disease (American trypanosomiasis)    | 11 | 103 | 2.65 |
| Spleen | aml04612 | Antigen processing and presentation          | 7  | 49  | 2.55 |
| Spleen | aml05162 | Measles                                      | 11 | 118 | 1.86 |
| Spleen | aml05416 | Viral myocarditis                            | 7  | 52  | 1.72 |
| Spleen | aml05150 | Staphylococcus aureus infection              | 6  | 42  | 1.46 |
| Spleen | aml05323 | Rheumatoid arthritis                         | 8  | 78  | 1.36 |
| Spleen | aml05166 | HTLV-I infection                             | 16 | 237 | 1.35 |

# Supplementary material for: Transcriptome Profiling across Five Tissues of Giant Panda
**Source:** Biomed Res Int. 2020 Aug 10;2020:3852586. doi: 10.1155/2020/3852586
**Supplement:** Supplementary Materials — is available for this paper at https://new.hindawi.com/journals/bmri/. Supplementary Table S1: individual information of the giant panda used in this study. Supplementary Table S2: quality summary of RNA-seq results in all samples of the giant panda. Supplementary Table S3: details of all genes mapped to the giant panda reference genome in the present study. Supplementary Table S4: list of tissue-specific differentially expressed genes of each tissue of giant panda. Supplementary Table S5: list of significantly enriched GO terms of tissue-specific differentially expressed genes of each tissue. Supplementary Table S6: list of significantly enriched KEGG pathways of tissue-specific differentially expressed genes of each tissue. Supplementary Figure S1: four-way Venn diagram of tissue-specific differentially expressed 466 genes of each tissue.

## BioMed Research International

### Transcriptome profiling across five tissues of giant panda

Feng Li<sup>1,2,4</sup>, Chengdong Wang<sup>3,4</sup>, Zhongxian Xu<sup>1,4</sup>, Mingzhou Li<sup>1</sup>, Linhua Deng<sup>3</sup>, Ming Wei<sup>3</sup>, Hemin Zhang<sup>3</sup>, Kai Wu<sup>3</sup>, Ruihong Ning<sup>1</sup>, Diyan Li<sup>1</sup>, Mingyao Yang<sup>1</sup>, Mingwang Zhang<sup>1</sup>, Qingyong Ni<sup>1</sup>, Bo Zeng<sup>1\*</sup>, Desheng Li<sup>3\*</sup> and Ying Li<sup>1\*</sup>

<sup>4</sup> These authors contributed equally to this work.

**Supplementary Table S4: List of significantly enriched GO terms of tissue-specific differential expressed genes of each tissue.**

MF: molecular function, CC: cellular component, BP: biological process

| Tissue | GO ID      | Terms                                                                                                 | Term type | -log10 (Corrected <i>p</i> -Value) | DEG item | DEG list |
|--------|------------|-------------------------------------------------------------------------------------------------------|-----------|------------------------------------|----------|----------|
| Liver  | GO:0004866 | endopeptidase inhibitor activity                                                                      | MF        | 7.77                               | 18       | 417      |
| Liver  | GO:0061135 | endopeptidase regulator activity                                                                      | MF        | 7.77                               | 18       | 417      |
| Liver  | GO:0030414 | peptidase inhibitor activity                                                                          | MF        | 7.54                               | 20       | 417      |
| Liver  | GO:0061134 | peptidase regulator activity                                                                          | MF        | 7.54                               | 20       | 417      |
| Liver  | GO:0004857 | enzyme inhibitor activity                                                                             | MF        | 4.89                               | 21       | 417      |
| Liver  | GO:0004252 | serine-type endopeptidase activity                                                                    | MF        | 4.25                               | 21       | 417      |
| Liver  | GO:0005576 | extracellular region                                                                                  | CC        | 3.75                               | 56       | 417      |
| Liver  | GO:0020037 | heme binding                                                                                          | MF        | 3.62                               | 14       | 417      |
| Liver  | GO:0005506 | iron ion binding                                                                                      | MF        | 3.43                               | 16       | 417      |
| Liver  | GO:0046906 | tetrapyrrole binding                                                                                  | MF        | 3.43                               | 14       | 417      |
| Liver  | GO:0016705 | oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen | MF        | 3.43                               | 17       | 417      |
| Liver  | GO:0008236 | serine-type peptidase activity                                                                        | MF        | 3.36                               | 22       | 417      |

|        |            |                                                       |    |       |     |     |
|--------|------------|-------------------------------------------------------|----|-------|-----|-----|
| Liver  | GO:0017171 | serine hydrolase activity                             | MF | 3.36  | 22  | 417 |
| Liver  | GO:0004867 | serine-type endopeptidase inhibitor activity          | MF | 2.99  | 9   | 417 |
| Liver  | GO:0006869 | lipid transport                                       | BP | 2.71  | 11  | 417 |
| Liver  | GO:0030212 | hyaluronan metabolic process                          | BP | 2.71  | 4   | 417 |
| Liver  | GO:1903510 | mucopolysaccharide metabolic process                  | BP | 2.71  | 4   | 417 |
| Liver  | GO:0010876 | lipid localization                                    | BP | 2.18  | 11  | 417 |
| Liver  | GO:0030234 | enzyme regulator activity                             | MF | 2.06  | 24  | 417 |
| Liver  | GO:0005615 | extracellular space                                   | CC | 2.03  | 15  | 417 |
| Liver  | GO:0016491 | oxidoreductase activity                               | MF | 1.84  | 49  | 417 |
| Liver  | GO:0055114 | oxidation-reduction process                           | BP | 1.75  | 46  | 417 |
| Liver  | GO:0004869 | cysteine-type endopeptidase inhibitor activity        | MF | 1.36  | 4   | 417 |
| Liver  | GO:0004175 | endopeptidase activity                                | MF | 1.34  | 30  | 417 |
| Spleen | GO:0005515 | protein binding                                       | MF | 2.90  | 167 | 395 |
| Kidney | GO:0005215 | transporter activity                                  | MF | 12.95 | 91  | 431 |
| Kidney | GO:0022857 | transmembrane transporter activity                    | MF | 8.72  | 74  | 431 |
| Kidney | GO:0044765 | single-organism transport                             | BP | 8.39  | 95  | 431 |
| Kidney | GO:1902578 | single-organism localization                          | BP | 8.30  | 96  | 431 |
| Kidney | GO:0022891 | substrate-specific transmembrane transporter activity | MF | 6.15  | 61  | 431 |
| Kidney | GO:0055085 | transmembrane transport                               | BP | 6.09  | 52  | 431 |
| Kidney | GO:0015075 | ion transmembrane transporter activity                | MF | 6.09  | 59  | 431 |
| Kidney | GO:0022892 | substrate-specific transporter activity               | MF | 6.09  | 63  | 431 |
| Kidney | GO:0051234 | establishment of localization                         | BP | 6.09  | 106 | 431 |
| Kidney | GO:0006810 | transport                                             | BP | 6.01  | 105 | 431 |
| Kidney | GO:0006811 | ion transport                                         | BP | 5.75  | 57  | 431 |
| Kidney | GO:0051179 | localization                                          | BP | 5.20  | 106 | 431 |
| Kidney | GO:0006820 | anion transport                                       | BP | 4.16  | 17  | 431 |
| Kidney | GO:0008509 | anion transmembrane transporter activity              | MF | 4.08  | 14  | 431 |
| Kidney | GO:0015698 | inorganic anion transport                             | BP | 3.11  | 10  | 431 |
| Kidney | GO:0015103 | inorganic anion transmembrane transporter activity    | MF | 2.86  | 8   | 431 |
| Kidney | GO:0005216 | ion channel activity                                  | MF | 2.17  | 26  | 431 |
| Kidney | GO:0022838 | substrate-specific channel activity                   | MF | 2.17  | 26  | 431 |
| Kidney | GO:0015267 | channel activity                                      | MF | 2.17  | 26  | 431 |
| Kidney | GO:0022803 | passive transmembrane transporter activity            | MF | 2.17  | 26  | 431 |
| Kidney | GO:0016020 | membrane                                              | CC | 2.15  | 172 | 431 |
| Kidney | GO:0001533 | cornified envelope                                    | CC | 2.01  | 4   | 431 |

|        |            |                                                               |    |      |    |     |
|--------|------------|---------------------------------------------------------------|----|------|----|-----|
| Kidney | GO:0015321 | sodium-dependent phosphate transmembrane transporter activity | MF | 1.91 | 3  | 431 |
| Kidney | GO:0044341 | sodium-dependent phosphate transport                          | BP | 1.91 | 3  | 431 |
| Kidney | GO:0008324 | cation transmembrane transporter activity                     | MF | 1.41 | 35 | 431 |
| Kidney | GO:0005509 | calcium ion binding                                           | MF | 1.35 | 27 | 431 |

# Supplementary material for: Transcriptome Profiling across Five Tissues of Giant Panda
**Source:** Biomed Res Int. 2020 Aug 10;2020:3852586. doi: 10.1155/2020/3852586
**Supplement:** Supplementary Materials — is available for this paper at https://new.hindawi.com/journals/bmri/. Supplementary Table S1: individual information of the giant panda used in this study. Supplementary Table S2: quality summary of RNA-seq results in all samples of the giant panda. Supplementary Table S3: details of all genes mapped to the giant panda reference genome in the present study. Supplementary Table S4: list of tissue-specific differentially expressed genes of each tissue of giant panda. Supplementary Table S5: list of significantly enriched GO terms of tissue-specific differentially expressed genes of each tissue. Supplementary Table S6: list of significantly enriched KEGG pathways of tissue-specific differentially expressed genes of each tissue. Supplementary Figure S1: four-way Venn diagram of tissue-specific differentially expressed 466 genes of each tissue.

## Supplementary Information

### BioMed Research International

#### Transcriptome profiling across five tissues of giant panda

Feng Li<sup>1,2,4</sup>, Chengdong Wang<sup>3,4</sup>, Zhongxian Xu<sup>1,4</sup>, Mingzhou Li<sup>1</sup>, Linhua Deng<sup>3</sup>, Ming Wei<sup>3</sup>, Hemin Zhang<sup>3</sup>, Kai Wu<sup>3</sup>, Ruihong Ning<sup>1</sup>, Diyan Li<sup>1</sup>, Mingyao Yang<sup>1</sup>, Mingwang Zhang<sup>1</sup>, Qingyong Ni<sup>1</sup>, Bo Zeng<sup>1\*</sup>, Desheng Li<sup>3\*</sup> and Ying Li<sup>1\*</sup>

<sup>4</sup> These authors contributed equally to this work.

**Supplementary Table S3: List of tissue-specific differential expressed genes of each tissue of giant panda.**

# Supplementary material for: Transcriptome Profiling across Five Tissues of Giant Panda
**Source:** Biomed Res Int. 2020 Aug 10;2020:3852586. doi: 10.1155/2020/3852586
**Supplement:** Supplementary Materials — is available for this paper at https://new.hindawi.com/journals/bmri/. Supplementary Table S1: individual information of the giant panda used in this study. Supplementary Table S2: quality summary of RNA-seq results in all samples of the giant panda. Supplementary Table S3: details of all genes mapped to the giant panda reference genome in the present study. Supplementary Table S4: list of tissue-specific differentially expressed genes of each tissue of giant panda. Supplementary Table S5: list of significantly enriched GO terms of tissue-specific differentially expressed genes of each tissue. Supplementary Table S6: list of significantly enriched KEGG pathways of tissue-specific differentially expressed genes of each tissue. Supplementary Figure S1: four-way Venn diagram of tissue-specific differentially expressed 466 genes of each tissue.

## BioMed Research International

### Transcriptome profiling across five tissues of giant panda

Feng Li<sup>1,2,4</sup>, Chengdong Wang<sup>3,4</sup>, Zhongxian Xu<sup>1,4</sup>, Mingzhou Li<sup>1</sup>, Linhua Deng<sup>3</sup>, Ming Wei<sup>3</sup>, Hemin Zhang<sup>3</sup>, Kai Wu<sup>3</sup>, Ruihong Ning<sup>1</sup>, Diyan Li<sup>1</sup>, Mingyao Yang<sup>1</sup>, Mingwang Zhang<sup>1</sup>, Qingyong Ni<sup>1</sup>, Bo Zeng<sup>1\*</sup>, Desheng Li<sup>3\*</sup> and Ying Li<sup>1\*</sup>

<sup>4</sup> These authors contributed equally to this work.

**Supplementary Table S2: Quality summary of RNA-seq results in all samples of giant panda.**

| Sample   | Raw reads  | Clean reads | Clean bases (Gb) | Q30 (%) | Error rate (%) | Total mapped reads | Uniquely mapped reads |
|----------|------------|-------------|------------------|---------|----------------|--------------------|-----------------------|
| Heart_1  | 51,744,936 | 50,726,066  | 7.61             | 94.97   | 0.01           | 46,634,739         | 45,648,774            |
| Heart_2  | 47,851,148 | 46,089,008  | 6.91             | 93.12   | 0.01           | 42,228,397         | 41,273,541            |
| Heart_3  | 50,628,204 | 48,708,950  | 7.31             | 94.05   | 0.01           | 45,779,024         | 44,894,566            |
| Heart_4  | 51,844,648 | 50,187,242  | 7.53             | 93.82   | 0.01           | 46,795,885         | 45,836,127            |
| Heart_5  | 53,270,276 | 51,646,352  | 7.75             | 93.77   | 0.01           | 48,673,961         | 47,849,884            |
| Liver_1  | 50,465,764 | 49,475,252  | 7.42             | 94.98   | 0.01           | 45,920,054         | 44,917,153            |
| Liver_2  | 59,693,254 | 57,194,518  | 8.58             | 93.24   | 0.01           | 52,588,523         | 51,344,776            |
| Liver_3  | 49,170,054 | 47,299,158  | 7.09             | 94.16   | 0.01           | 44,400,247         | 42,384,130            |
| Liver_4  | 49,991,182 | 48,422,536  | 7.26             | 94.00   | 0.01           | 45,171,770         | 44,249,994            |
| Liver_5  | 57,827,022 | 57,302,930  | 8.60             | 94.61   | 0.01           | 54,315,952         | 53,057,011            |
| Spleen_1 | 50,401,038 | 49,133,374  | 7.37             | 94.9    | 0.01           | 44,017,687         | 43,244,089            |
| Spleen_2 | 50,067,098 | 47,923,264  | 7.19             | 91.83   | 0.02           | 41,770,566         | 41,081,521            |
| Spleen_3 | 50,460,884 | 48,556,290  | 7.28             | 93.50   | 0.01           | 44,372,147         | 43,580,484            |
| Spleen_4 | 57,571,712 | 55,730,934  | 8.36             | 93.64   | 0.01           | 50,687,962         | 49,857,154            |
| Spleen_5 | 62,963,770 | 60,993,434  | 9.15             | 94.14   | 0.01           | 55,556,977         | 54,448,341            |
| Lung_1   | 54,406,030 | 53,098,304  | 7.96             | 94.84   | 0.01           | 47,689,472         | 46,882,040            |
| Lung_2   | 55,993,872 | 53,194,246  | 7.98             | 92.76   | 0.02           | 47,664,214         | 47,089,945            |
| Lung_3   | 53,314,866 | 51,242,152  | 7.69             | 93.75   | 0.01           | 47,139,964         | 46,451,691            |
| Lung_4   | 59,395,156 | 57,417,972  | 8.61             | 93.64   | 0.01           | 52,593,123         | 51,923,926            |

|          |            |            |      |       |      |            |            |
|----------|------------|------------|------|-------|------|------------|------------|
| Lung_5   | 57,572,592 | 55,718,040 | 8.36 | 93.75 | 0.01 | 51,351,491 | 50,578,055 |
| Kidney_1 | 46,951,278 | 45,665,666 | 6.85 | 95.03 | 0.01 | 41,475,658 | 40,855,919 |
| Kidney_2 | 55,466,166 | 53,273,152 | 7.99 | 92.71 | 0.02 | 47,529,941 | 46,551,630 |
| Kidney_3 | 54,975,436 | 52,876,546 | 7.93 | 93.60 | 0.01 | 49,054,976 | 48,313,814 |
| Kidney_4 | 52,772,262 | 50,726,754 | 7.61 | 93.86 | 0.01 | 46,636,745 | 45,698,448 |
| Kidney_5 | 55,971,720 | 54,208,226 | 8.13 | 94.21 | 0.01 | 50,480,440 | 49,726,761 |
| Mean     | 53,630,815 | 51,872,415 | 7.78 | 93.88 | 0.01 | 47,621,197 | 46,709,591 |

# Supplementary material for: Transcriptome Profiling across Five Tissues of Giant Panda
**Source:** Biomed Res Int. 2020 Aug 10;2020:3852586. doi: 10.1155/2020/3852586
**Supplement:** Supplementary Materials — is available for this paper at https://new.hindawi.com/journals/bmri/. Supplementary Table S1: individual information of the giant panda used in this study. Supplementary Table S2: quality summary of RNA-seq results in all samples of the giant panda. Supplementary Table S3: details of all genes mapped to the giant panda reference genome in the present study. Supplementary Table S4: list of tissue-specific differentially expressed genes of each tissue of giant panda. Supplementary Table S5: list of significantly enriched GO terms of tissue-specific differentially expressed genes of each tissue. Supplementary Table S6: list of significantly enriched KEGG pathways of tissue-specific differentially expressed genes of each tissue. Supplementary Figure S1: four-way Venn diagram of tissue-specific differentially expressed 466 genes of each tissue.

## BioMed Research International

### Transcriptome profiling across five tissues of giant panda

Feng Li<sup>1,2,4</sup>, Chengdong Wang<sup>3,4</sup>, Zhongxian Xu<sup>1,4</sup>, Mingzhou Li<sup>1</sup>, Linhua Deng<sup>3</sup>, Ming Wei<sup>3</sup>, Hemin Zhang<sup>3</sup>, Kai Wu<sup>3</sup>, Ruihong Ning<sup>1</sup>, Diyan Li<sup>1</sup>, Mingyao Yang<sup>1</sup>, Mingwang Zhang<sup>1</sup>, Qingyong Ni<sup>1</sup>, Bo Zeng<sup>1\*</sup>, Desheng Li<sup>3\*</sup> and Ying Li<sup>1\*</sup>

<sup>4</sup> These authors contributed equally to this work.

**Supplementary Table S1: Individual information of giant panda used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

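Messenger RNA was sequenced in 5 tissues of each of 5 giant pandas, with 1 library per tissue and panda and 25 libraries in all. The pandas were an aged female (panda 1), an adult female (panda 2), a pair of young females (pandas 3 and 4), and a young male (panda 5). The young pandas died of a virus infection and the others of other causes in other years, so age, cause of death, and year of death coincide.

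The authors filtered the reads, aligned them to the giant panda genome ailMel1 with HISAT2, assembled further transcripts from all libraries together with Cufflinks and Cuffcompare, and counted reads per gene with HTSeq in union mode. They computed FPKM from the read count and the gene length, and the deposited table gives the FPKM of each of 25376 genes in each library, with no normalization between libraries. No column holds the mean of a tissue or a further sample, and no column repeats another.

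The whole read numbers behind the FPKM values were recovered from the step by which the low values of each gene rise. They were found for 24204 of the 24207 genes above 0 in a library, at a tolerance of at most 0.05 reads, and the depth of a library was taken from the scale of these steps. The recovery was tested on simulated data, where 2996 of 3000 genes had every read number exact. The median length of the genes was 1386 bases. The paper's Table S2 gives the uniquely mapped reads that the depth was compared with. Intervals and floors from reads cover counting error only.

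Libraries with the same number were taken as the same panda, and this was checked on the values. After the mean of each tissue was removed, libraries of the same panda correlated across genes at between 0.0600 and 0.521 (median 0.367), with 49 of 50 pairs above 0.1. Libraries of different pandas correlated at between -0.469 and 0.377 (median -0.122).

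A gene was expressed in a tissue at a mean FPKM above 1. Pairs of tissues were compared with limma (version 3.58.1, R 4.3.3) with a trend in the variance, on log2(FPKM + 1). Genes with a mean FPKM above 1 in at least one of the tissues were tested, and DEGs had a Benjamini-Hochberg adjusted p below 0.05 and a log2 difference beyond 2 in either direction. The authors used DESeq. A tissue-specific DEG was a DEG in all 4 comparisons of its tissue. The fit was tested on simulated data for the spleen and lung, where 0 of the changed genes had the wrong sign, 14 unchanged genes had an adjusted p below 0.05, and the median error of the log2 difference was -0.0751. The changed genes there were clearly above 0 FPKM, and both tissues had one scale.

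Medians of libraries were compared with permutation tests, with 100000 resamples for 10 libraries against 15 and with all 252 relabelings for 5 against 5. For pairs of tissues, exact sign changes within pandas were added later. Principal components and clustering used log10(FPKM + 1) of genes expressed in at least one tissue, centred and scaled per gene. TMM factors were computed with 30% of the log ratios and 5% of the levels trimmed. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A library was taken to stand apart from the other 4 of its tissue when its gap to the nearest, over the range of all 5, exceeded Dixon's critical value of 0.71.

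The genes named in the text were fixed by a rule: every gene the paper names as a tissue-specific DEG or hub gene, whose standing in the paper was known, and for each tissue the 3 named tissue-specific DEGs with the largest smallest log2 difference. Names were taken from the paper's Table S4, which pairs 1778 identifiers with a name. Marker lists of hepatocytes, cardiomyocytes, kidney tubule, kidney proximal tubule, lung epithelium, and B cells were used, since at least 80% of the genes of each had an identifier. The T cell list (75%) fell short of that and served only to leave its genes out, with the B cell genes, in one alternative for the correlation of the spleen and lung. The other lists fell short too and were not used.

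The comparisons, the tests, the rule for named genes, and the alternatives were set before the data were examined, apart from those said in the closing section to be chosen later. The alternatives were quantile normalization, TMM factors, a pseudocount of 0.1, other filters on low values, the panda as a block, all libraries in one fit, other FPKM thresholds, other transformations, linkages, and distances, and each library or panda left out in turn. Added later were scaling of FPKM by median-of-ratios size factors and limma-voom on the recovered reads. Pathway annotation and protein interactions were not analysed here.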

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

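The tests of depth, gene ranks, gene length, other tissues' markers, and cell share in this part were chosen only after the results were seen. In groups of 5 libraries of a tissue, the gap of the highest or lowest library to its nearest neighbour was compared with Dixon's critical value of 0.71. Of 67 such groups 10 exceeded it, 5 of 35 groups of library measures and 5 of 32 groups of named gene values, and chance gives about 1 in 20. The measures of one library are not independent of each other.

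Liver replicate 3 stood apart from the other livers in 4 measures. Its median log10(FPKM + 1) was 0.0863 (other livers 0.245 to 0.287), it had 8725 genes above 1 FPKM (12092 to 12534), its PC1 score was 182 (74.5 to 95.0), and its mean correlation with the other livers was 0.848 (0.917 to 0.926). The tables argue against lower depth, since 18594378 reads were counted on genes, within the range of the other livers. They argue against a few genes taking most of the FPKM as the whole cause, since ranks do not move with such a share and the mean Spearman correlation was 0.714 against 0.829 to 0.842. Long genes were lower in it. Its median log2 difference from the other livers was 0.223 in the shortest 10% of the genes and -1.58 in the longest 10%. Of the longest, 371 were above 1 FPKM (other livers 1097 to 1195), and of the shortest 1063 (1169 to 1177). The longest minus the shortest was -1.80, where each other liver, compared with the remaining 3, had -0.662 to 0.321. This gap is below Dixon's critical value, so a gene length bias behind the lower median and number of genes cannot be told apart from other explanations and stays open. For the correlation it is argued against as the whole cause, since the trend held 13.8% of the variance of the log2 differences and their SD with the trend removed was 1.26 (0.656 to 0.810). These tests of gene length, here and for the kidney, replaced a first one, the mean Spearman correlation with the trend removed (0.716, and 0.819 for kidney replicate 4), which moved too little in any library to decide. RNA of the heart, spleen, lung, or kidney in the library is argued against by their marker lists, of which the nearest to its level in its own tissue, the B cell list, was 5.64 below it on the log2 scale. The criterion for this test was rewritten after a first one had been computed. The first asked whether a list exceeded the highest other liver by more than the range of the others, and the kidney tubule list met it at a level near 0, with a median log2(FPKM + 1) of 0.116 against at most 0.0572. A lower share of hepatocytes may be a candidate explanation and stays open. The hepatocyte list had a median log2(FPKM + 1) of 8.74 against 10.2 to 11.5, with AHSG at 928 FPKM and FGA at 146. Of its 21 genes 17 were below every other liver, and their log2 ratios to the mean of the other livers spread from -5.36 to 1.73, where a lower share alone would lower all by about one ratio. APOC1 (17518 FPKM, other livers 10958 to 20534) and APOC2 (3647, other livers 3614 to 8710) lay within the range of the other livers. A share alone leaves this spread unexplained, and the lists used hold too few other cell types of the liver to decide. RNA quality, library batch, and differences between the pandas in age, cause of death, or the animal itself stay open, and no biological explanation was tested.

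Kidney replicate 4 stood apart by its mean correlation with the other kidneys, 0.886 against 0.936 to 0.942. Its FPKM of HRG was 2.38 against 11.2 to 14.3. The depth of 16222940 reads, within the range of the other kidneys, argues against lower depth. The mean Spearman correlation of 0.817 (other kidneys 0.895 to 0.905) argues against a few genes taking most of the FPKM. The median log2 difference from the other kidneys in the longest 10% of the genes minus the shortest 10% was 0.192, within the -0.551 to 0.411 of the other kidneys, which argues against gene length bias. Marker lists of the other tissues argue against their RNA in the library, since the nearest, the B cell list, was 5.79 below its level in the spleen on the log2 scale. A lower share of tubule cells in the piece sampled may be a candidate explanation and stays open. The kidney tubule list had a median log2(FPKM + 1) of 4.24 against 7.35 to 8.33 and the proximal tubule list 4.56 against 7.30 to 8.20, with UMOD at 15.4 FPKM. Of the 13 tubule genes 12 were below every other kidney, with log2 ratios to the mean of the others from -6.03 to -1.18. All 8 genes of the proximal tubule list, which shares genes with the tubule list, were below every other kidney, with ratios from -3.77 to -2.42, closer to the one ratio that a lower share alone would give. The hepatocyte list was also lower, at 1.17 against 2.48 to 3.28. No list of other kidney cells had enough identifiers to decide. Differences between the pandas stay open too, and no biological explanation was tested.

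A single library exceeded the others for 4 further genes. CAV3 had 726 FPKM in heart replicate 1 (other hearts 357 to 446), and TNNC1 had 26040 in heart replicate 3 (18811 to 20068). IL21R had 25.7 in spleen replicate 1 (other spleens 13.1 to 16.3), and APOC2 had 8710 in liver replicate 5 (other livers 3614 to 4927). No explanation was tested for these genes, and each was higher in its tissue than in every library of the other tissues.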

How the results depend on the processing

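The tests with median-of-ratios scaling, with limma-voom on recovered reads, of the clusters on DEGs under other settings, and of PC1 and the clusters with a library left out were chosen only after the results were seen. DESeq2 and edgeR with RLE factors were set as alternatives for a table of counts, with no count test and quantile normalization in their place for a table of FPKM. They were not run on the recovered reads, and limma-voom was the only count test run. The causes of the changes given here were not tested, except where the setting itself sets them.

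The numbers of DEGs stayed within 1.5 times the reported numbers in all 10 comparisons without a filter, with FPKM above 1 in every library of a tissue, with the panda as a block, with all libraries in one fit, and with each library left out in turn. With the panda as a block the spleen and lung had 1175 DEGs. Quantile normalization lowered 5 comparisons by more, to 2355 for the heart and spleen, 2096 for the heart and lung, 2335 for the liver and spleen, 2147 for the liver and lung, and 1326 for the liver and kidney. Of the 2355 DEGs, 1723 were shared with the 3752 reported. Median-of-ratios scaling gave 2465, 2271, 2632, 2541, and 1438 for the same comparisons.

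All 10 comparisons rose with a pseudocount of 0.1, as a smaller pseudocount widens the log2 differences of low genes. It gave 3872 DEGs for the heart and liver, 6475 for the heart and spleen, 6680 for the heart and lung, 4256 for the heart and kidney, and 8250 for the liver and spleen. It gave 8428 for the liver and lung, 4572 for the liver and kidney, 2352 for the spleen and lung, 4153 for the spleen and kidney, and 3719 for the lung and kidney. Limma-voom gave 4013 for the heart and liver, 2371 for the spleen and lung, 4169 for the spleen and kidney, and 3532 for the lung and kidney, and the other 6 comparisons stayed within 1.5 times.

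Tissue-specific DEGs of the lung fell to 171 with quantile normalization and to 186 with median-of-ratios scaling, and those of the other 4 tissues stayed within 1.5 times. With 0.1 as the pseudocount there were 929 in the heart, 1194 in the liver, 756 in the spleen, 792 in the lung, and 717 in the kidney, and limma-voom 1008, 886, 661, 559, and 712. Counting only genes higher than in every other tissue gave 303 in the heart and 254 in the liver, since this leaves out the lower genes. Leaving out each library, the filters, the block, and the single fit kept all 5 tissues within 1.5 times.

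The number of expressed genes stayed within 1.5 times under every threshold and scaling tried, except 7896 in the liver with FPKM above 1 in every library. By construction this number is at most the 8725 genes of liver replicate 3, the fewest of any library. The higher median of the spleen and lung kept its direction and a p below 0.05 in all alternatives. By permutation tests, the difference was 0.409 with a pseudocount of 0.1 (p = 9e-05), 0.340 on expressed genes (p = 2e-05), and 0.172 with the mean (p = 4e-05). It was 0.247 to 0.272 with each panda left out. With labels permuted within each panda as a block it was 0.261 (exact permutation test, p = 0.00024), and after TMM rescaling the block gave p = 0.0180.

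PC1 held 35.2% of the variance without the log transformation, 39.3% without scaling, 35.8% on all genes, and 40.2% to 42.3% with a library left out. The tissues that formed one cluster numbered 5 with 1 minus Pearson's r as the distance, and 4 with average linkage, on all genes, and without the log transformation. With a library left out they numbered 4 to 5, with 5 without liver replicate 1 or without liver replicate 3. On DEGs the number was 5 except for 4 with FPKM with no log. The difference in correlation between the spleen and lung and the next pair was 0.0802 with Spearman's rank correlation, 0.0840 without the 100 most abundant genes, and 0.0566 to 0.0838 with a panda left out. Without the log transformation it was 0.0051, and the spleen and lung were highest in 3 of 5 pandas. Leaving out the 10 B cell and 9 T cell genes with an identifier takes too few of the 18701 genes to move this difference and decides nothing.

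The young against older comparison stayed at 0 genes in the liver, spleen, and lung in every alternative run with limma. With a library left out it was 0 to 1 in the heart, where the 1 gene, ENSAMEG00000019353 without heart replicate 1, was named after its value was seen (log2 difference -9.44, adjusted p 0.0155). In the kidney it was 0 to 242, with 242 without kidney replicate 4, a fit of 2 against 2 libraries from which no conclusion is drawn. Leaving out an older panda leaves 1 library, which is assumed to vary like the other group.

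The 32 results for named genes rest on 128 comparisons with another tissue, and no direction changed in any alternative run. The calls stayed in all 128 comparisons with no filter, the panda as a block, one fit, and a pseudocount of 0.1, in the 125 that were tested with FPKM above 1 in every library, and in the 124 that were tested with limma-voom. Quantile normalization lost 1 call, GC in the kidney against the heart (log2 difference 1.43), as did median-of-ratios scaling (1.77). With a library left out 9 of 1280 calls were lost, all of GC in the kidney. These were against the heart, spleen, and lung without kidney replicate 1 (1.84, 1.82, and 1.73) or kidney replicate 5 (1.61, 1.59, and 1.499), and against the lung without kidney replicate 3 (1.92), lung replicate 1 (1.98), or lung replicate 2 (1.98). Depth limits values near 0, since 3 reads on a gene of 1 kb are 0.140 to 0.228 FPKM, and log2 differences against tissues at that level move with the pseudocount.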

Differences from the paper's values

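The tests with limma-voom and with median-of-ratios scaling were chosen only after the values were seen. The alternatives named without that remark were set before the data were examined: quantile normalization, no filter, FPKM above 1 in every library, the panda as a block, one fit, a pseudocount of 0.1, and each library left out. An alternative named here as reaching the paper's value brings it within 1.5 times, and those of this list that are not named left it outside. The paper's pairwise lists of DEGs were not used here, so how many of its DEGs a setting drops was counted only for tissue-specific DEGs.

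Of the DEGs of the heart and spleen, 626 were higher in the heart and the paper's number is 1928. No alternative of the list reached it, and the nearest were 1254 with quantile normalization and 993 with a pseudocount of 0.1. Median-of-ratios scaling, chosen after seeing the values, gave 1288, and limma-voom on the recovered reads, chosen after seeing the values, gave 1843. Of the DEGs of the liver and kidney, 371 were higher in the liver and the paper's number is 727. Quantile normalization (644) and a pseudocount of 0.1 (565) reached it, as did median-of-ratios scaling (661) and limma-voom (970), both chosen after seeing the values. The total numbers of DEGs of these comparisons, 3752 and 2210, lay within 1.5 times the paper's 4325 and 2203.

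The spleen and lung had 1163 DEGs and the paper's number is 2490. A pseudocount of 0.1 reached it (2352), and limma-voom on the recovered reads, chosen after seeing the values, gave 2371. The heart and liver had 2238 DEGs and the paper about 3700 in Fig. 2(a), read by eye. Reaching it were a pseudocount of 0.1 (3872) and limma-voom (4013), chosen after seeing the values. The spleen and kidney had 2440 and the paper about 4100 in Fig. 2(a), read by eye, which a pseudocount of 0.1 (4153) and limma-voom (4169, chosen after seeing the values) reached. The lung and kidney had 2103 and the paper about 3500 in Fig. 2(a), read by eye. A pseudocount of 0.1 (3719), leaving out kidney replicate 4 (2399), and limma-voom (3532, chosen after seeing the values) reached it.

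The liver and spleen had 4841 DEGs and the paper about 3100 in Fig. 2(a), read by eye. Quantile normalization (2335), leaving out liver replicate 3 (4004), and median-of-ratios scaling (2632, chosen after seeing the values) reached it. The liver and lung had 4807 and the paper about 3000 in Fig. 2(a), read by eye. Quantile normalization (2147), leaving out liver replicate 3 (3958), and median-of-ratios scaling (2541, chosen after seeing the values) reached it.

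Tissue-specific DEGs of the heart numbered 476 and the paper's number is 921. A pseudocount of 0.1 reached it, with 929 genes that leave out 305 of the paper's. Limma-voom, chosen after seeing the values, gave 1008 and dropped 75 of the paper's genes. In the spleen there were 351 and the paper's number is 574. The pseudocount of 0.1 (756, leaving out 78 of the paper's genes) reached it, as did leaving out spleen replicate 2 (399) or spleen replicate 4 (400), and limma-voom (661), chosen after seeing the values, which dropped 50. In the kidney there were 411 and the paper's number is 638. The pseudocount of 0.1 (717, leaving out 118), leaving out kidney replicate 4 (545), and limma-voom (712), chosen after seeing the values, which dropped 65, reached it. For all of these counts, genes only higher in the tissue numbered fewer and left the difference.

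PC2 held 14.3% of the variance and the paper about 24% in Fig. 1(d), read by eye. Without scaling per gene it held 20.6%, within 1.5 times, and without the log transformation (14.1%) and on all genes (13.2%) it did not come within it.

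In rankings, the paper gives the heart and spleen as the comparison with the most DEGs, and here the most were found for the liver and spleen (4841). With quantile normalization the heart and spleen had the most (2355), 2 more than the spleen and kidney (2353). The most were found for the liver and lung with a pseudocount of 0.1 (8428) and limma-voom (4827), and for the liver and spleen with median-of-ratios scaling (2632), the last pair of settings chosen after seeing the values. The paper gives the liver and kidney as the comparison with the fewest, and here the spleen and lung had the fewest (1163), also with quantile normalization (1159), a pseudocount of 0.1 (2352), median-of-ratios scaling (1170), and limma-voom (2371), where the last pair was chosen after seeing the values.

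The paper states that all tissue-specific DEGs are higher in their tissue. The copy of its lists used here, with 456 of the 457 lung genes, has 3142 entries for 2814 genes, since 301 genes are in 2 or more lists and can be highest in only one of the tissues named. In 2465 entries (78.5%) the gene had its highest mean FPKM in the tissue named and in 382 its lowest, of which 191 were in the heart list. GC and HRG, named for the kidney, were highest in the liver, and APOC1, named for the liver, is also in the paper's heart list, where its mean of 17.9 FPKM was the lowest of the tissues. The other hub genes analysed were highest in the tissue the paper names. The paper places each tissue in a cluster of its own, and here, on all expressed genes, the liver was not in one, while the heart, spleen, lung, and kidney were. All 5 tissues were with 1 minus Pearson's r as the distance, and, with libraries left out after seeing the values, without liver replicate 1 or liver replicate 3. On the DEGs all 5 tissues were in a cluster of their own.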

Other observations

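The tests of other splits of the libraries and of the pandas and of liver RNA in the kidney libraries were chosen only after the results were seen. The tests of heart transcripts in other libraries and of the highest genes behind the medians were set before their results were seen.

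For each of the 10 comparisons of tissues, 100 splits of the 10 libraries into 5 against 5 were fitted, the real one included, and 1 of 100 gave as many DEGs, the real one. A chance division of the libraries can be excluded as the source of these numbers in each comparison. The largest other split gave 1323 DEGs for the heart and kidney, 619 for the lung and kidney, 60 for the spleen and lung, 32 for the heart and liver, and 21 for the liver and kidney, and 0 for the other comparisons. Exchanging the tissues within pandas gave as many DEGs in 1 of 16 splits, the real one, and 0 in the largest other.

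The higher median of the spleen and lung was tested against a few genes taking most of the FPKM. With the 103 genes among the 20 highest of any library left out, the difference was 0.260, and after rescaling each library to one total over the rest it was 0.219 (permutation test, p = 5e-05), which argues against these genes as the whole cause. TMM rescaling left 0.0509, so most of the difference moves with the scale given to the libraries. A biological difference between the tissues stays open and was not tested apart from the scale.

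GC and HRG are in the paper's kidney list and were highest in the liver. Liver RNA in the kidney libraries would put all liver transcripts at about one ratio. The interquartile range of the log2 ratio of kidney to liver over the hepatocyte list was 3.06, and AHSG stood at -13.49 while GC stood at -7.57 and HRG at -7.22, with a median of -8.44 over the other 19 genes. This argues against liver RNA as the cause. Expression in the kidney itself stays open and was not tested.

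Heart transcripts were found at low FPKM in other tissues of pandas 3 to 5. The test used 10 genes above 500 FPKM in the hearts of pandas 1 and 2 and below 1 FPKM in their other tissues. Of the 12 other libraries of pandas 3 to 5, 7 had a median above 1 FPKM (at most 2.00). The other libraries of pandas 1 and 2 served to choose the genes and give no contrast. In all 7, the genes stood at nearly one ratio to the heart of the same panda, between 1 in 1648 and 1 in 2968. The interquartile ranges on the log2 scale were 0.381 to 0.693. These 7 were picked by level, which favours high ratios. The libraries with a lower median (at most 0.671 FPKM) stood between 1 in 4906 in kidney replicate 3 and 1 in 77637 in liver replicate 5. Their interquartile ranges were 0.282 to 1.31. Reads or RNA carried over from heart libraries may explain the values of the 7, as a hypothesis. The age, cause, and year of death of these pandas coincide with the pattern and were not separated from it. Such a carry-over would touch the low values of MYL2 and other heart genes outside the heart. The same choice left 4 genes for the liver and 0 for the spleen, lung, and kidney, so these sources were not tested. They are not excluded. In the heart, SFTPC (1.96 to 8.12 FPKM) and FGG (0.227 to 0.981) were higher in pandas 3 to 5 than in pandas 1 and 2 (at most 0.111 and 0.0487). In the kidney neither gene separated these pandas. Both genes were picked after their values were seen.

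Between the 3 young and the 2 older pandas limma found 0 genes at an adjusted p below 0.05 in each tissue. At an unadjusted p below 0.05 there were 581 in the heart, 100 in the liver, 1659 in the spleen, 186 in the lung, and 464 in the kidney, of 13096, 12885, 15786, 16247, and 15607 tested. The smallest adjusted p was 0.247, in the spleen. In the kidney there were 242 genes without kidney replicate 4, in a fit of 2 against 2 libraries. The smallest adjusted p of that fit was 1.68e-17 (limma). So small a p from so few libraries is doubtful, and no conclusion is drawn from this number. All 10 splits of the pandas into 3 and 2 were counted, and the largest other split gave 749 genes in the heart, 756 in the spleen, 1318 in the lung, and 16 in the kidney. In these tissues it was the same split, pandas 2 and 4 against the others, which in the liver gave 1657 genes at an unadjusted p below 0.05 and 0 past the threshold with limma. No label sets pandas 2 and 4 apart, and they stand on opposite sides of the young and older comparison, so a difference along this split widens the spread within its groups. In the spleen, lung, and kidney these pandas had the lowest medians of log10(FPKM + 1), but not in the heart or liver. The medians were 0.537 and 0.551 in the spleen (others at least 0.591) and 0.576 and 0.538 in the lung (at least 0.618). In the kidney they were 0.398 and 0.382 (at least 0.532). The counts of this split come from FPKM with no normalization between libraries and were not repeated on rescaled values. The split was found from these counts, and tests of depth and gene length on it were run and set aside for that reason. In the liver the largest other split, pandas 1 and 5 against the others, gave SDS (ENSAMEG00000008632), named after its value was seen. Its log2 difference was 6.94, with an adjusted p of 0.0313 (limma). Pandas 1 and 5 against the others also gave 388 genes in the lung, 62 in the spleen, 1 in the heart, and 0 in the kidney. These pandas, too, stand on opposite sides of the young and older comparison. No gene was above or below all other libraries in all 5 tissues of the male panda 5.

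The marker lists were highest in their own tissues. The median log2(FPKM + 1), as a mean over 5 libraries, was 10.47 for the hepatocyte list in the liver, 12.57 for the cardiomyocyte list in the heart, and 7.11 for the kidney tubule and 7.20 for the proximal tubule list in the kidney. It was 9.15 for the lung epithelium list in the lung and 6.52 for the B cell list in the spleen, with 2.73 in the lung. Names come from the paper's Table S4, so every list gene used is one that the study called in some tissue on these libraries. Called higher in all 4 comparisons of the tissue were 20 of 21 hepatocyte genes, 15 of 15 cardiomyocyte genes, 13 of 13 tubule genes, 8 of 8 proximal tubule genes, 8 of 8 lung epithelium genes, and 9 of 10 B cell genes. Of the B cell genes, 4 of 10 had a mean above 1 FPKM in the liver and 3 of 10 in the kidney.

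In the paper's supplementary table of pathways, of 71 entries, the value column appears displaced against the tissues. Within a tissue the values rise 3 times in the listed order, and 0 times when the values are read in the order heart, liver, spleen, lung, and kidney.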
